# Circular RNA profiling of the rice photo-thermosensitive genic male sterile line Wuxiang S reveals circRNA involved in the fertility transition

**DOI:** 10.1186/s12870-019-1944-2

**Published:** 2019-08-05

**Authors:** Ying Wang, Zeyang Xiong, Qian Li, Yueyang Sun, Jing Jin, Hao Chen, Yu Zou, Xingguo Huang, Yi Ding

**Keywords:** circRNA, PTGMS rice, Fertility transition, RNA-sequencing, miRNA sponge

## Abstract

**Background:**

Circular RNAs (circRNAs) are known to play an important role in the regulation of gene expression in eukaryotes. Photo-thermosensitive genic male sterile (PTGMS) is a very important germplasm resource in two-line hybrid rice breeding. Although many circRNAs have been identified in rice (*Oryza sativa* L*.*), little is known about the biological roles of circRNAs in the fertility transition of the PTGMS rice line.

**Results:**

In the present study, RNA-sequencing libraries were constructed from the young panicles of the Wuxiang S sterile line rice (WXS (S)) and its fertile line rice (WXS (F)) at three development stages with three biological replicates. A total of 9994 circRNAs were obtained in WXS rice based on high-throughput strand-specific RNA sequencing and bioinformatic approaches, of which 5305 were known circRNAs and 4689 were novel in rice. And 14 of 16 randomly selected circRNAs were experimentally validated with divergent primers. Our results showed that 186 circRNAs were significantly differentially expressed in WXS (F) compared with WXS (S), of which 97, 87 and 60 circRNAs were differentially expressed at the pollen mother cell (PMC) formation stage (P2), the meiosis stage (P3) and the microspore formation stage (P4), respectively. Fertility specific expression patterns of eight circRNAs were analysis by qRT-PCR. Gene ontology (GO) and KEGG pathway analysis of the parental genes of differentially expressed circRNAs (DECs) revealed that they mainly participated in various biological processes such as development, response to stimulation, hormonal regulation, and reproduction. Furthermore, 15 DECs were found to act as putative miRNA sponges to involved in fertility transition in PTGMS rice line.

**Conclusion:**

In the present study, the abundance and characteristics of circRNAs were investigated in the PTGMS rice line using bioinformatic approaches. Moreover, the expression patterns of circRNAs were different between WXS (F) and WXS (S). Our findings primarily revealed that circRNAs might be endogenous noncoding regulators of flower and pollen development, and were involved in the fertility transition in the PTGMS rice line, and guide the production and application of two-line hybrid rice.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1944-2) contains supplementary material, which is available to authorized users.

## Background

Circular RNAs (circRNAs) comprise a pervasive and vital class of noncoding RNAs characterized by a single-stranded covalently closed ring structure [1, 2]. They are mainly derived from a back-splicing event in which an upstream 5′ splice acceptor is linked to a downstream 3′ splice donor [3–5]. Based on the origin of their components, circRNAs can be divided into exonic circRNAs, intronic circRNAs and intergenic circRNAs [6, 7]. In the 1970s, Sanger et al. [8] provided the first evidence for the presence of circRNAs in some plant viroids. Despite their detection for decades, circRNAs used to be considered rare in eukaryotic cells or disregarded as splicing errors or reverse transcription (RT)-PCR artifacts. Until recently, due to the advance of high-throughput sequencing and high-efficiency bioinformatics methods [9–12], understanding of the widespread and diverse circRNAs has improved substantially in a variety of organisms [13–17].

Recent studies in humans and animals have shown that the expression patterns of circRNAs are cell-type, developmental-stage or tissue-specific, implying their crucial regulatory roles in a various of biological processes [2, 13, 18, 19]. Increasing evidence has demonstrated that circRNAs can function as miRNA sponges [20, 21] and can regulate the transcription and splicing of parental genes [7, 22, 23]; they even can be translated into polypeptides or proteins [24, 25]. In contrast, the biological roles of circRNAs in plants are poorly understood, as the first exploration of plant circRNA was carried out in *Arabidopsis thalianain* in 2014 [15]. Recently, a growing number of circRNAs have been successfully detected in Arabidopsis [16, 26–30], rice [16, 17, 31], tomato [32–35], barely [36], maize [37–39], wheat [40], and soybean [41, 42], indicating that circRNAs are widely distributed in plants. These plant circRNAs have been found to be conserved and to have specific expression pattern, consistent with those in animals. However, the repetitive elements and reverse complementary sequences in the flanking regions of plant circRNAs are clearly reduced compared with animals [16]. Additionally, some circRNAs can act as positive or negative regulators of their parental genes in rice and Arabidopsis [16, 17]. Moreover, several reports have revealed that the majority of plant circRNAs exhibit differential expression patterns under various conditions. For example, 1583 circRNAs have been found to be uniquely expressed under heat stress in Arabidopsis [30], 160 circRNAs with differential expression have been identified in MIMV-infected maize and healthy maize [39], 62 circRNAs have been reported to be differentially expressed in response to dehydration stressin wheat [36], and 1009 circRNAs are differentially expressed between the soybean cytoplasmic male sterility (CMS) line and its maintainer line [42]. In addition, the molecular mechanisms of circRNAs in plants were revealed, in which an Arabidopsis circRNA generated from the *SEPALLATA3* (*SEP3*) gene reduces the expression of its parent gene by forming R-rings with the DNA locus [43]. Thereafter, by overexpressing constructs in Arabidopsis, a lariat-derived circRNA from At5g37720 regulates gene expression and affects plant development [44], and a circRNA (circGORK) from the GORK gene enhance plant ABA signaling and promote drought tolerance [45]. These findings indicate that plant circRNAs play a vital role in transcriptional and posttranscriptional regulatory processes, but nevertheless, additional analyses are still necessary to further clarify the function of circRNAs in plants.

Rice (*Oryza sativa* L*.*) is one of the most important crops worldwide and is an excellent model plant for monocotyledonous genomics research [46]. Over the past decades, hybrid rice breeding has dramatically increased the grain yield and contributed significantly to global food security, especially in China [47, 48]. Utilization of the photo-thermosensitive genic male sterile (PTGMS) line is an important approach to facilitate the development of two-line hybrid rice breeding [49, 50]. A major feature of PTGMS rice is that male sterility is caused by environmental factors such as photoperiod and temperature: the PTGMS line is male-sterile under high-temperatures and long-day conditions (restricted conditions), but it is converted to male-fertile under low-temperatures and short-day conditions (permissible conditions) [51, 52]. Thus, they can be used to propagate by self-pollination under permissible conditions and to produce hybrid seeds by outcrossing with restorer lines under restricted conditions. Moreover, the traits of PTGMS are controlled by nuclear recessive genes and any normal rice varieties can restore the fertility of F_1_ hybrids, provide a wide range of genetic resources for rice breeding, and produce hybrids with strong heterosis [49–52]. Thus far, a majority of genes that control photoperiod-sensitive genic male sterile (PGMS) or thermosensitive genic male sterile (TGMS) have been found in different rice lines [51], of which *pms3* and *tms5* are two widely used genes in rice breeding [53–55]. The *pms3* encodes a long noncoding RNA called LDMAR, which produces a 21-nucleotide small RNA. A single nucleotide polymorphism (SNP) between the wild-type and mutant leads to increased methylation in the putative promoter, which represses the transcription of LDMAR, and a loss-of-function of the small RNA under long-day conditions, eventually causing male sterility [53, 54]. The *tms5* encodes a RNase Z^S1^, which processes the mRNA of Ub_L40_, and a loss-of-function mutation in RNase Z^S1^ causes the mRNA of Ub_L40_ to clearly accumulate in the anthers, thus resulting male sterility under high-temperature conditions [55]. Although several effector genes of the PTGMS rice line have been fruitfully studied, most of the genetic regulatory mechanisms remain incompletely characterized.

To date, thousands of circRNAs have been identified in rice [16, 17]. However, no systematic study has been conducted to examine the potential role of circRNAs in the fertility transition of the PTGMS rice line. Wuxiang S (WXS) is a novel *indica* PTGMS rice line in the two-line system developed by our laboratory, characterized by low critical sterile temperature and strong combining ability. Our previous study has found that the sterility-fertility transition of WXS occurred when the ambient temperature was lower than 23.5 °C and short-day (< 14 h) conditions during anther development. We also found that some miRNAs could be involved in the regulation of pollen development in WXS [56]. In the present study, we performed genome-wide identification and characterization of circRNAs using high-throughput sequencing technology to investigate the expression profiles of circRNAs in the PTGMS rice line WXS and their potential roles in the fertility transition. Our results indicate that circRNAs might be involved in the regulation of anther and pollen development in the PTGMS rice line, and they provided a useful resource and new biological insights into the rice circRNAs.

## Result

### Identification of circRNAs in PTGMS rice WXS

To systematically identify the possible biological roles of cirRNAs in PTGMS rice that were involved in fertility transition, 18 RNA libraries from rice young panicles of WXS (S) and WXS (F) at the P2, P3 and P4 stages (SP2, SP3, SP4, FP2, FP3, and FP4) were constructed, with three biological replicates for each condition. These libraries were sequenced using an Illumina HiSeq Xten platform, and approximately 214.54 Gb clean reads were generated (Additional file 1: Table S1).

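The 18 libraries come from young panicles of the same line under fertility-inducing and sterility-inducing conditions. WXS (S) plants grew in the field under long days at high temperature, and WXS (F) plants were moved to an incubator with shorter days and a lower temperature. The stages P2, P3 and P4 are pollen mother cell formation, meiosis and microspore formation, with n = 3 libraries for each of SP2, FP2, SP3, FP3, SP4 and FP4. The values behind the conclusions on circRNAs are the authors' counts of back-spliced junction reads for each circRNA and library, without normalization. The authors mapped the clean reads to the MSU rice genome with HISAT2, searched the unmapped reads for back-splicing with find_circ, and kept circRNAs with at least 2 distinct back-spliced reads. No count of 1 occurs in their table, so a 0 can stand for 0 reads or for 1 read in that library. The junction reads of a library are few relative to its mapped reads, which lay between 68207028 in SP4-2 and 91195192 in FP4-3. Median totals of junction reads were 8550 in SP2 (range 7415 to 8686), 7227 in FP2 (6211 to 7521), 7617 in SP3 (4066 to 7618), 8025 in FP3 (7636 to 8044), 4439 in SP4 (4226 to 6647) and 7342 in FP4 (6905 to 7878). With these totals a count of 0 allows a share of up to between 0.0345% and 0.0738% of a library's junction reads, taking 3 reads as the limit. Such limits and all intervals cover counting error only. Coding genes and lncRNAs were counted by the authors in the same libraries, with 30577833 to 52222861 reads per library on coding genes. Differences between WXS (F) and WXS (S) were computed here from the counts, with positive log2 fold changes for higher expression in WXS (F).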

After careful screening and further bioinformatic analysis, a total of 9994 circular RNAs were obtained from all 18 samples in the study. 

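The 9994 circRNAs of the table hold 126053 junction reads. Of these circRNAs, 8283 (82.9%) had reads in exactly 1 of the 18 libraries and 968 (9.69%) in at least 3 libraries, and 49 had reads in all 18. The libraries of WXS (S) gave 5203 circRNAs and those of WXS (F) 5905. Reads in both were found for 1114 circRNAs.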

In order to screen novel circRNAs, the back-splicing sequences of identified circRNAs were compared with those of rice circRNAs from PlantcircBase (http://ibi.zju.edu.cn/plantcircbase/) by BLASTN (E < 1e-5). Approximately 53% (5305) circRNAs in this study were known, and 47% (4689) circRNAs are novel in rice (Additional file 2: Table S2). Among these identified circRNAs in each sample, the proportion of exonic circRNA (68–79%) was significantly higher than intergenic RNA (19–28%) (Table 1), and the remaining intronic RNA (2–4%) was the least abundant, suggesting that circRNAs were mainly generated from exonic regions. We also observed the number of circRNAs in three different stages, and we found greater numbers in the P2 and P3 stages than in the P4 stage. It was indicated that the expression of circRNAs was development stage specific, which is consistent with previous reports that rice circRNAs often expressed specifically in different developmental stages [16]. Moreover, regarding the length range of the identified circRNAs, approximately 81% were shorter than 1 kb, while the mean length was 1603 (Fig. 1a). 

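A library of the P2 stage held 1027.5 ± 141 circRNAs (SD, n = 6), WXS (S) and WXS (F) together, one of the P3 stage 986.2 ± 226 (SD, n = 6) and one of the P4 stage 722 ± 158 (SD, n = 6). The difference of 305.5 circRNAs between P2 and P4 had P = 0.0130 and that of 264.2 between P3 and P4 had P = 0.0476 (two-sided exact permutation tests over 924 arrangements, Benjamini-Hochberg adjusted P = 0.0260 and 0.0476). An alternative chosen after the data were seen moved both differences most. With libraries thinned to the smallest total and counts of 1 set to 0 again, they were 89.6 and 96.7 (exact P = 0.0303 and 0.00216). So thinned, SP2 held 512.2 ± 76.6 and SP4 469.9 ± 71.1 circRNAs (SD, n = 3 each, two-sided exact P = 0.5). SP3 then held 564.6 ± 47.7 (SD, n = 3, two-sided exact P = 0.1 against SP4). The difference between P3 and P4 was 352.2 without SP3-2 and 225.4 without FP3-1. In 8 of the 18 fits that each left out 1 library, the call for P3 against P4 changed. Among the SP libraries the means were 1013 ± 189 at P2, 871.7 ± 287 at P3 and 584.7 ± 67.0 at P4 (SD, n = 3 each), and among the FP libraries 1042 ± 115, 1101 ± 78.5 and 859.3 ± 33.8 (SD, n = 3 each). Within either condition alone 3 libraries against 3 cannot give an exact P below 0.1, which was reached by P2 against P4 in both conditions and by P3 against P4 in WXS (F), while P3 against P4 in WXS (S) had an exact two-sided P of 0.3. The totals of junction reads were also lowest at P4, at 7602 ± 916, 7168 ± 1533 and 6240 ± 1537 reads per library (SD, n = 6 each), with exact P = 0.0996 and 0.234 against P4. After every library was rarefied to the smallest total, the stages gave 879.3 ± 105, 850.4 ± 157 and 652.6 ± 102 circRNAs (SD, n = 6 each, two-sided exact P = 0.00866 for P2 and 0.0346 for P3 against P4).

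**Figure D1:**
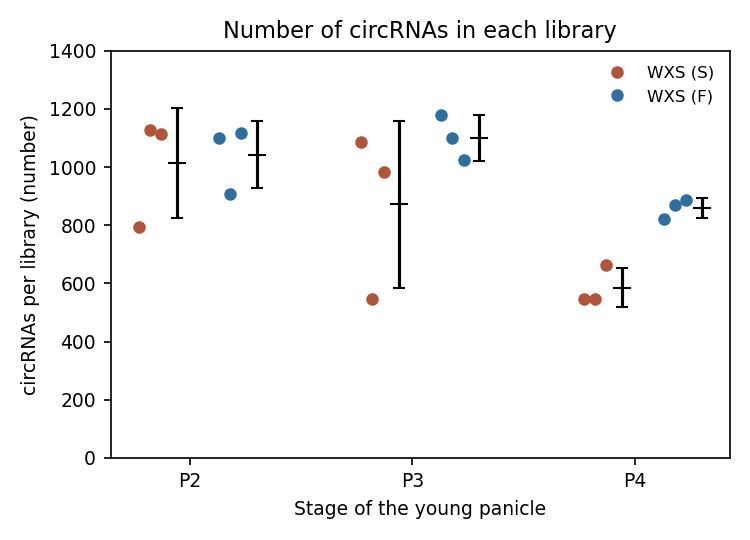
Number of circRNAs with junction reads in each library (y axis) at the P2, P3 and P4 stages (x axis). Points are the 3 libraries of WXS (S) in red and of WXS (F) in blue, and bars are the mean ± SD; SP4 has the lowest mean, 584.7 circRNAs, and FP3 the highest, 1101.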

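Reads in a single stage were found for 8573 of the 9994 circRNAs (85.8%). At P2 reads were found for 4516 circRNAs, 3307 of them at no other stage (73.2%), at P3 for 4345, with 3132 at no other stage (72.1%), and at P4 for 3163, with 2134 at no other stage (67.5%). Reads in all 3 stages were found for 609 circRNAs (6.09%). Of those in a single stage, 96.6% had reads in a single library, so that their stage rests on 1 replicate. When the total reads of each circRNA were spread over the 18 libraries in proportion to the library totals, 2283 ± 38.0 circRNAs (mean ± SD of 1000 simulations) fell in a single stage (permutation P = 0.000999, the smallest that 1000 simulations can give). These simulations hold counts of 1, which the table lacks, so their mean is too low to serve as an exact expectation. A simulation chosen after the data were seen avoids this by keeping the number of libraries of each of the 1711 circRNAs found in at least 2 libraries and drawing which libraries they are. It gave 246.8 ± 13.1 single-stage circRNAs (mean ± SD, highest 288) against 290 in the data. Among the 801 circRNAs with at least 10 reads, 72 (8.99%) had reads in a single stage.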

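The length that the authors give for each circRNA was shorter than 1000 bases for 8090 of the 9994 circRNAs (80.9%, 95% Wilson interval 80.2% to 81.7%), with a mean of 1603.5 and a median of 377 bases. The genomic span, the end minus the start coordinate of the circRNA, was below 1000 bases for 6268 (62.7%, 95% Wilson interval 61.8% to 63.7%), with a mean of 2065 and a median of 582 bases. The authors' length equals the span plus 1 base for 5113 circRNAs (51.2%). The longest span was 99487 bases. The choice of circRNAs moved these values most. Among the 1640 with at least 5 reads over all libraries, the mean span was 4760 and the median 1236 bases, and 44.4% lay below 1000 bases. Between the 18 libraries, the percent of spans under 1000 bases had an SD of 2.55.

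**Figure D2:**
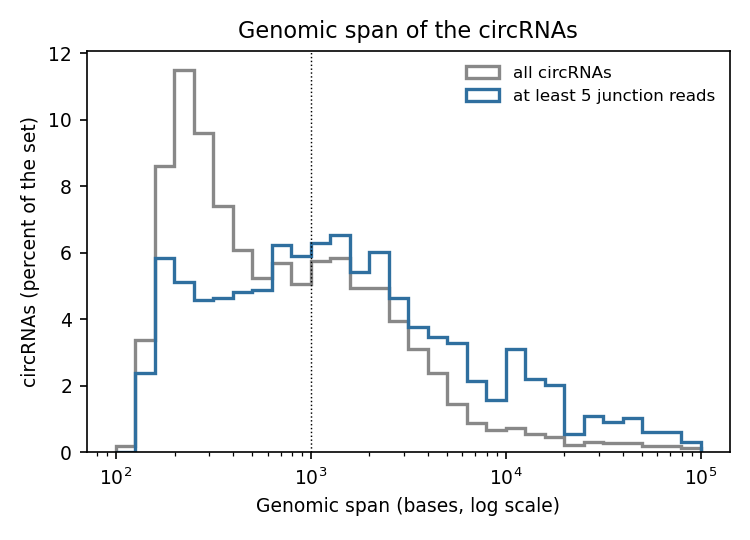
Percent of circRNAs (y axis) by genomic span in bases (x axis, log scale), in grey for all 9994 circRNAs and in blue for the 1640 with at least 5 junction reads. The dotted line marks 1000 bases, below which 62.7% of all circRNAs lie and 44.4% of those with at least 5 reads.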

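Chromosome 1 gave 1502 circRNAs (15.0%, 95% Wilson interval 14.3% to 15.7%), chromosome 3 gave 1417 (14.2%, 13.5% to 14.9%), chromosome 2 gave 1283 (12.8%, 12.2% to 13.5%), and the fewest of the 12 chromosomes, 367 (3.67%), came from chromosome 11. The intervals of chromosomes 1 and 3 overlap. Per megabase, counted up to the largest circRNA coordinate on the chromosome, chromosome 3 gave 38.9 circRNAs, chromosome 2 gave 35.8 and chromosome 1 gave 34.7. Of the junction reads, 14.3% fell on chromosome 2, 13.4% on chromosome 1 and 7.94% on chromosome 3. With at least 5 reads over all libraries, chromosome 3 gave 241 circRNAs, chromosome 1 gave 238 and chromosome 2 gave 220.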

The chromosome distribution analysis showed that most of the circRNAs were generated from chromosome 1, followed by chromosomes 3 and 2 (Fig. 1b). Using the Circos program, the overall expression levels of circRNAs were found to be quite low (Fig. 1c). Additionally, a total of 8513 circRNAs were produced from 4948 parental genes. 

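Over the 18 libraries together, 6372 circRNAs (63.8%) had exactly 2 junction reads, the least the authors' screening lets through. The 90th percentile was 7 reads, the 99th 161 reads and the most for a circRNA 4972 reads. The 141 circRNAs with at least 100 reads held 66.3% of all junction reads, and the 25 with the most reads held 41.3%.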

We observed that approximately 64% of the parental genes produced only one circRNA (Fig. 1d), although some parental genes could produce more than one circRNA.

**Fig. 1:**
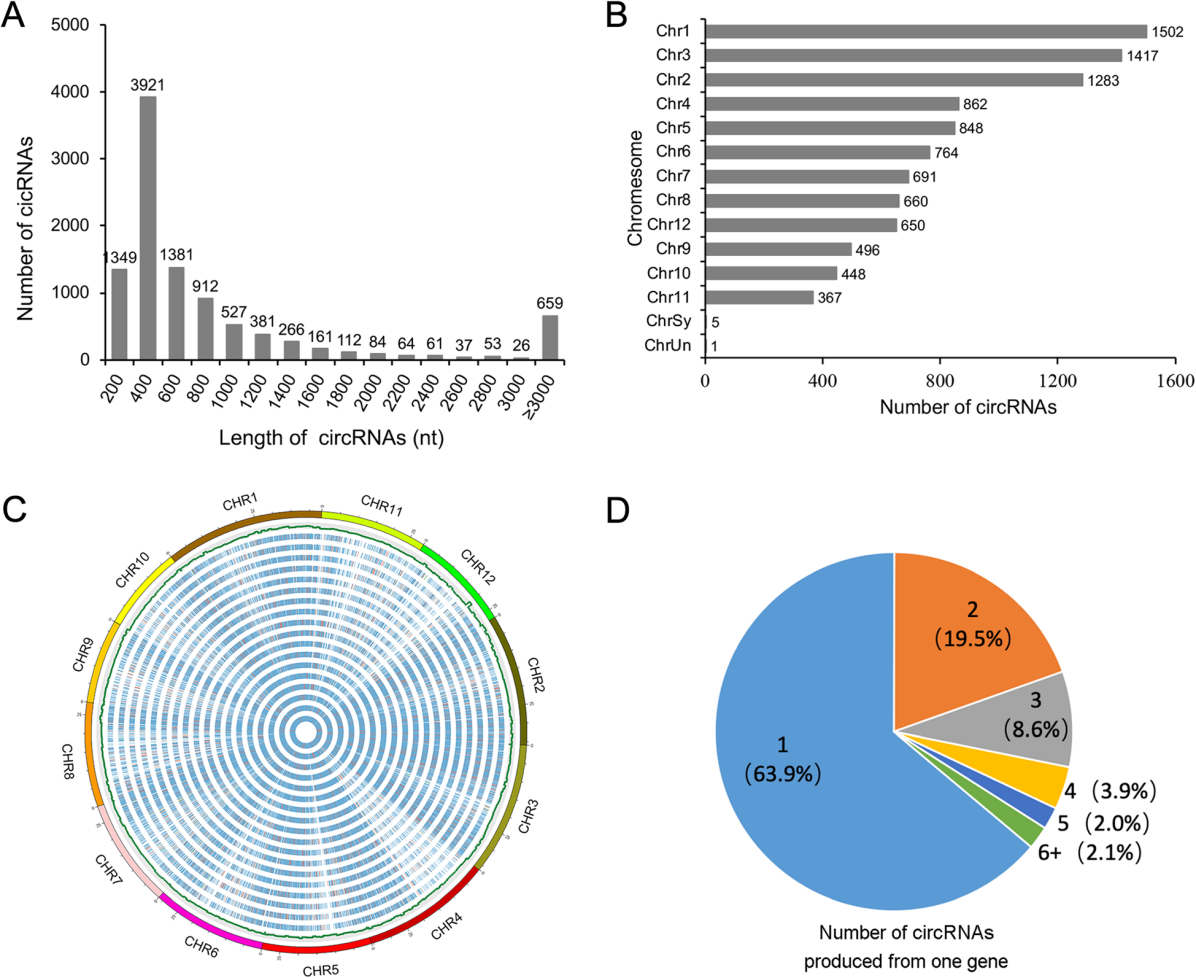
Characterization of circRNAs in PTGMS rice **a** The length distribution of identified circRNAs. **b** The histogram shows the number of circRNAs identified in each chromosome. **c** Circos plots shows the distribution of circRNA identified in rice (*Oryza sativa*) genome and their expression levels. The outmost histogram represents all rice chromosomes. The heat map shows the expression distribution of SP2–1, SP2–2, SP2–3, FP2–1, FP2–2, FP2–3, SP3–1, SP3–2, SP3–3, FP3–1, FP3–2, FP3–3, SP4–1, SP4–2, SP4–3, FP4–1, FP4–2, FP4–3 samples from inside to outside, respectively. **d** Number of circRNAs produced from one gene (8513 circRNAs from 4948 parental genes).

### Experimental verification of the circRNAs candidates

In the present study, we experimentally tested and verified the circRNA predictions in the PTGMS rice WXS. Since circRNAs were derived from head-to-tail splicing of RNA transcripts, convergent primers and divergent primers were designed and used to amplify the backsplice sites from total RNA, as well as genomic DNA. Unlike convergent primers, divergent primers could amplify the back-splicing junctions in cDNAs but not genomic DNAs. Additionally, the PCR bands amplified by divergent primers were further detected by sequencing (Fig. 2a). We successfully validated 14 of 16 randomly selected circRNAs (87.5%), including 11 (84.6%) exon circRNAs and three (100%) intragenic circRNAs, and our predictions presented a high degree of accuracy (Fig. 2b, Additional file 3: Figure S1).

**Fig. 2:**
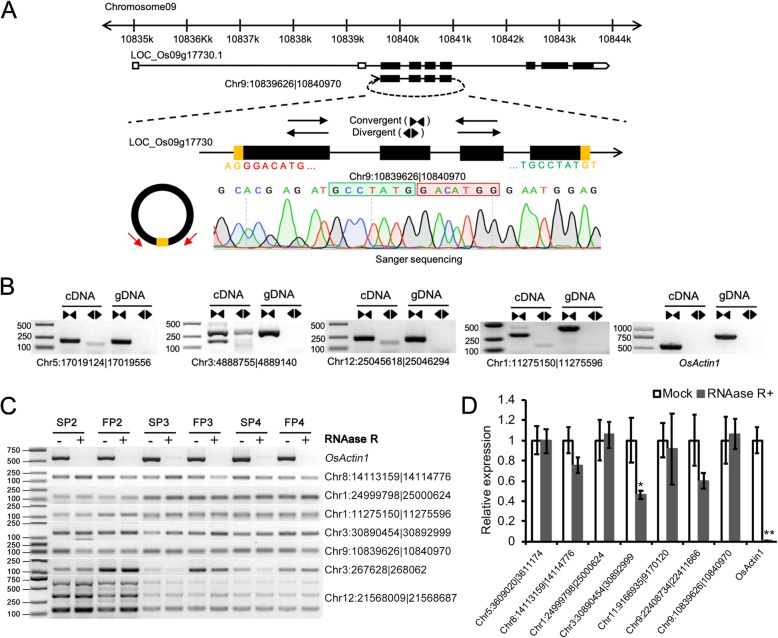
Experimental validated the stable expression of rice circRNAs **a** A rice circRNA (Chr9:10839626|10,840,970) exemplifies the validation strategy. According to the genomic loci, Chr9:10839626|10,840,970 derived from LOC_Os09g17730 gene. Red arrows represent divergent primers, which were designed to confirmed head-to-tail backsplicing by RT-PCR and sanger sequencing. **b** Divergent primers successfully amplify circRNAs in cDNA but not genomic DNA (gDNA). Convergent primers amplify circRNAs both in cDNA and gDNA. OsActin1 as a linear control. *n* = 3 replicates. **c** RT-PCR of RNase R (−) and RNase R (+) treated total RNA shows that circRNAs are stable transcripts. **d** qRT-PCR shows that seven circRNAs are more RNase R-resistant than linear mRNA. Data in (**d**) are the means ± standard deviation of three replicates. Asterisks indicate a significant difference as determined by Student’s *t*-test (*P < 0.05; **P < 0.01).

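This circRNA spans 1344 bases of chromosome 9 between the coordinates in its name. It had 6, 5 and 22 junction reads in the SP2 libraries and 4, 8 and 4 in FP2, 20, 13 and 13 in SP3 and 2, 4 and 6 in FP3, and 10, 9 and 2 in SP4 and 13, 17 and 4 in FP4. At P3 the log2 fold change in FP was -2.03 (standard error 0.54, n = 3 libraries each, unadjusted P = 0.00504 and adjusted P = 0.121 in edgeR's quasi-likelihood test), and each FP3 library held fewer reads than each SP3 library. At P2 it was -0.95 (standard error 0.74, adjusted P = 0.633) and at P4 0.31 (standard error 0.75, adjusted P = 0.858). The host gene LOC_Os09g17730 had 7805 ± 363 reads in SP2 and 8119 ± 476 in FP2, 9077 ± 1188 in SP3 and 8749 ± 593 in FP3, and 7297 ± 887 in SP4 and 6641 ± 213 in FP4 (SD, n = 3 each, without normalization). Its log2 fold change at P3 was -0.21 (adjusted P = 0.409 from edgeR).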

To eliminate the interference of genomic rearrangements and potential PCR artifacts, half of the RNA samples were treated with the exonuclease RNAase R to degrade linear RNA molecules. The semiquantitative RT-PCR results showed that these circRNAs were stably expressed both with or without RNase R-treatment (RNase R (+) or RNase R (−)) samples, while the linear controls were almost completely degraded in RNase R (+) samples (Fig. 2c). Interestingly, three PCR-amplified bands were detected when PCR amplification was performed with divergent primers of circRNA Chr12:21568009|21,568,687, indicating alternative circularization events. We further detected the RNase R resistance of seven confirmed circRNAs by real-time quantitative RT-PCR (qRT-PCR). The results showed that these circRNAs were at least 40 times more resistant than *OsActin1* (Fig. 2d). We reasoned that circRNAs could represent a class of relatively stable transcriptional and posttranscriptional regulators in the PTGMS rice WXS.

### Analysis of expression patterns of circRNAs

To identify fertility transition-associated circRNAs in PTGMS rice WXS, we carefully estimated the expression levels of each circRNA based on the normalized transcripts per million (TPM) value of the read counts. We further analyzed the differential expression of the circRNAs between WXS (S) and WXS (F) in three different periods of young panicles, respectively. 

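The junction reads of the 6 libraries of a stage were compared by edgeR's quasi-likelihood test after TMM normalization, for circRNAs with reads in at least 3 of the 6 libraries. This left 394 circRNAs at P2, 385 at P3 and 278 at P4. The common biological coefficient of variation between replicates was 0.651, 0.695 and 0.643 at these stages. A circRNA was called at an unadjusted P below 0.05 and an absolute log2 fold change of at least 1, the threshold the paper's results give, and the number that also had a Benjamini-Hochberg adjusted P below 0.05 was counted. The paper's methods give an adjusted P below 0.01 instead, under which 5 circRNAs passed at P2, 2 at P3 and 0 at P4. Counts were also simulated from the means and spread of these circRNAs, with counts of 1 set to 0. A log2 difference of 2 was given to 80 circRNAs. The unadjusted threshold recovered 41.2% of the 80 at P2, 30.0% at P3 and 51.2% at P4, and the adjusted threshold 10.0%, 0% and 25.0%. Only 62, 59 and 57 of the 80 kept reads in enough libraries to be tested, so fewer were testable than in the data.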

In total, 186 circRNAs were identified as significantly differentially expressed circRNAs (DECs) (*P* < 0.05, |log_2_(fold change)| ≥ 1) during fertility transition (SP2-FP2, SP3-FP3 or SP4-FP4) (Additional file 4: Table S3). Among them, 97 were differentially expressed between SP2 and FP2, of which 65 were upregulated and 32 were downregulated in FP2. Additionally, 87 circRNAs were found to be differentially expressed at the P3 stage, of which 62 were upregulated and 25 were downregulated in FP3. In addition, 60 DECs were found at the P4 stage, of which 45 were upregulated and 15 were downregulated in FP4 (Fig. 3a). 

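At P2, 87 circRNAs passed the unadjusted threshold, 59 higher and 28 lower in FP2, and 8 passed the adjusted one, 4 in each direction. Of the alternatives with all 6 libraries, the replicate number as a block moved the unadjusted count most, to 44, and dropping the filter moved the adjusted count to 31. With at least 10 reads required in the 6 libraries, in place of reads in at least 3 of them, 0 passed the adjusted threshold and 63 the unadjusted one. Leaving out FP2-3 left 34 calls and leaving out FP2-2 left 1 adjusted call, while 14 passed the adjusted threshold without SP2-1. Reads were 0 in all SP2 libraries for 43 of the 59 rising circRNAs and 0 in all FP2 libraries for 17 of the 28 falling ones. Chr6:2176755|2209269 had 78, 190 and 157 reads in SP2 and 0 in each FP2 library, at least 39.1-fold lower (adjusted P = 0.00296 from edgeR), and Chr4:16352807|16382881 had 0 in each SP2 library and 30, 38 and 28 in FP2, at least 12.7-fold higher (adjusted P = 0.00483 from edgeR). Of the 97 DECs of the paper at P2, 86 passed the unadjusted threshold here with the same sign, and 1 circRNA passed that is not among them.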

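At P3, 81 circRNAs passed the unadjusted threshold, 54 higher and 27 lower in FP3, and 7 passed the adjusted one, 6 higher and 1 lower. Without FP3-1 the unadjusted count fell to 31, and without FP3-2 the adjusted count fell to 1. All SP3 libraries held 0 reads for 37 of the 54 rising circRNAs, and all FP3 libraries held 0 for 13 of the 27 falling ones. The circRNA Chr6:2200239|2213201 had 0 reads in SP3 and 121, 93 and 85 in FP3, at least 24.8-fold higher (adjusted P = 7.9e-04 from edgeR), and Chr1:20643559|20654846 had 0 in SP3 and 27, 14 and 18 in FP3, at least 4.89-fold higher (adjusted P = 0.0164 from edgeR). At the other stages Chr6:2200239|2213201 went the other way and varied between replicates. It had 355, 368 and 0 reads in SP2 and 0, 19 and 0 in FP2, and 90, 77 and 0 in SP4 and 0, 0 and 12 in FP4. For this circRNA, the assignment of reads to overlapping circRNAs and a change of the circRNA cannot be told apart. Chr4:16352807|16382881 rose again, from 0 reads in each SP3 library to 92, 105 and 72 in FP3, at least 22.3-fold. Among the paper's 87 DECs at P3, 74 passed the unadjusted threshold with the same sign, and 7 others passed.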

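At P4, 61 circRNAs passed the unadjusted threshold, 49 higher and 12 lower in FP4, and 4 passed the adjusted one, all 4 higher. The adjusted count was 21 without the filter on reads and 0 with the replicate number as a block, which left 23 at the unadjusted threshold. The unadjusted count was 30 without FP4-3, and 0 passed the adjusted threshold without SP4-1, where 59 passed the unadjusted one. Chr7:15359766|15369733 had 3, 5 and 4 reads in SP4 and 38, 40 and 54 in FP4, a log2 fold change of 3.03 (standard error 0.33, adjusted P = 0.0125 from edgeR), against -0.23 at P2 and 0.47 at P3. Chr4:16352807|16382881 had 2, 2 and 0 reads in SP4 and 119, 88 and 98 in FP4, at least 22.7-fold more (adjusted P = 0.0127 from edgeR). Of the paper's 60 DECs at P4, 55 passed the unadjusted threshold with the same sign, and 6 other circRNAs passed.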

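Across the fits of the 3 stages, 180 circRNAs passed the unadjusted threshold in at least 1 stage, of which 169 are DECs of the paper. Of them, 10 passed in all 3 stages with a single sign, 8 rising and 2 falling in WXS (F). All 10 are also DECs of the paper at every stage. The count ranged from 8 to 12 over the alternatives with other scaling, filters or models, and 0 passed in all stages at an adjusted P below 0.01. It was 5 without FP2-1 and 13 without SP3-1. The falling circRNA Chr8:3168193|3168354 had log2 fold changes of -2.74, -2.45 and -2.56 at P2, P3 and P4 (adjusted P = 0.00483, 0.0164 and 0.0681 from edgeR). Among the 97, 87 and 60 DECs that the paper lists for P2, P3 and P4, 26 are shared by P2 and P3, 22 by P2 and P4 and 24 by P3 and P4.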

Intriguingly, we found that 13 circRNAs displayed the same trend of significant differential expression in the three stages, of which 11 showed increased expression levels and two showed decreased expression levels in WXS (F) compared with WXS (S) (Fig. 3b, c).

**Fig. 3:**
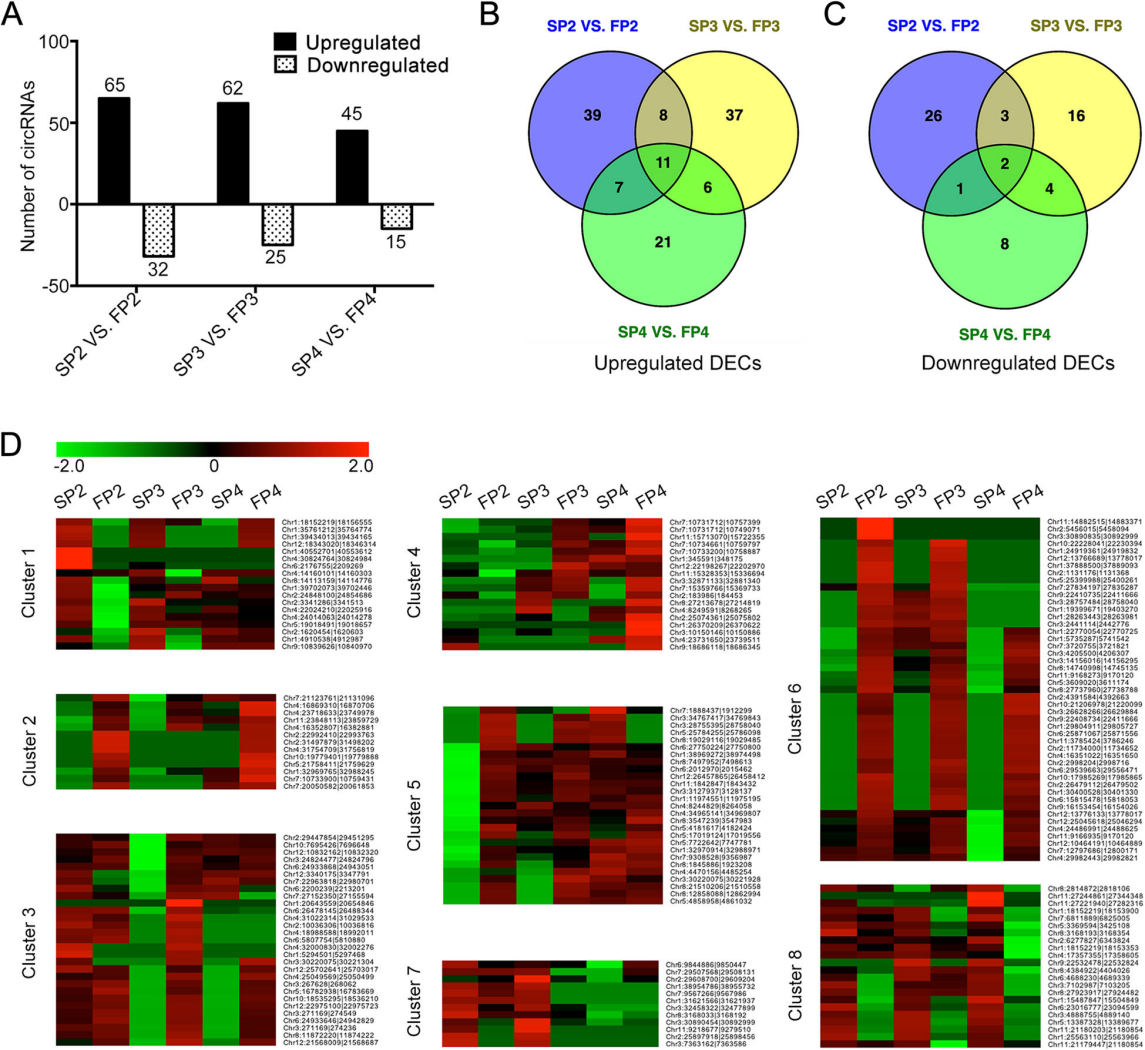
Fertility-specific expression of circRNAs **a** Detailed statistics of differentially expressed circRNAs (DECs) between WXS (S) and WXS (F) at P2, P3 and P4 stages. **b** Venn diagrams showing DEGs that are upregulated expressed both in P2, P3 and P4 stages. **c** Venn diagrams showing DEGs that are downregulated expressed both in P2, P3 and P4 stages. **d** Hierarchical clustering of the DECs between WXS (S) and WXS (F).

According to the expression patterns of the circRNAs with fertility-specific expression, it might be possible to classify circRNAs. We obtained eight different clusters of the DECs by K-Mean Clustering and Hierarchical Clustering analysis using MeV software (Fig. 3d). 

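For the members that Fig. 3d lists in each cluster, the mean of log2(CPM + 1) over members and libraries was computed for each group, with CPM scaled to the junction reads of the library. No test was made, because the members were chosen on these libraries. On this scale 2 reads lie at 7.85 in the library with the most junction reads and at 8.95 in that with the fewest, against 0 for no reads, so the means largely reflect how many members had reads at all. The mean of the 13 members of Cluster 2 was higher in WXS (F) by 6.28 at P2, 2.31 at P3 and 4.39 at P4, where 13, 5 and 12 members were higher in WXS (F) and 0, 1 and 1 in WXS (S). That of the 47 of Cluster 6 was higher by 6.74, 4.84 and 4.96, with 47, 41 and 33 members higher in WXS (F) and 0, 3 and 0 in WXS (S). The mean of the 22 members of Cluster 8 changed in WXS (F) by -2.66, -3.74 and -5.93, with 18, 20 and 22 members lower. In each of these 9 comparisons the library means of the groups did not overlap, which 3 libraries against 3 reach by chance in 10% of cases for unselected circRNAs.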

The results showed that many circRNAs were highly expressed (F) (Cluster 2, 6), whereas some were expressed at low levels in the young panicles of WXS (F) (Cluster 8). 

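The mean of the 27 members of Cluster 5 was higher in WXS (F) by 7.29 on the log2 scale at P2 and by 3.76 at P3, with 27 and 22 members higher. At P4 the means differed by 0.43 and those of single libraries overlapped, with 13 members higher in WXS (F) and 14 in WXS (S). The 29 members of Cluster 3 differed by -0.39 at P2, 7.88 at P3 and 1.63 at P4, and the 18 of Cluster 4 by -1.14, 1.97 and 5.06. In SP3 the mean of Cluster 3 was 0.68 ± 0.04 and in FP3 8.56 ± 0.23 (SD, n = 3 libraries each), while its means at P2 were 6.00 ± 0.81 in SP2 and 5.61 ± 0.64 in FP2 (SD, n = 3 each).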

We also found that some circRNAs exhibited specific expression at a single stage: P2 stage (Cluster 5), P3 stage (Cluster 3) or P4 stage (Cluster 4), respectively. Moreover, some circRNAs showed a significant decrease in expression levels both in FP2 and FP3, the two stages of young panicles of WXS (F) (Cluster 1, 7). 

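The 18 members of Cluster 1 changed by -6.69 in FP2 and by -2.21 in FP3 on the log2 scale, and by 0.56 in FP4. The 12 members of Cluster 7 changed by -4.09, -5.54 and 1.86. Of the members, 17 of 18 in Cluster 1 and 11 of 12 in Cluster 7 were lower in FP2, and 14 and 12 were lower in FP3.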

Remarkably, the highly fertility-specific expression pattern of circRNAs suggested their specific roles in male sterility during the fertility transition of PTGMS rice WXS.

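With all 18 libraries in a single edgeR fit that holds the stage as a covariate, 34 of 968 circRNAs differed between WXS (F) and WXS (S) at an adjusted P below 0.05, 25 higher and 9 lower in WXS (F). With DESeq2 54 passed, and leaving out single libraries gave 24 (without FP2-3) to 35 (without SP2-1). Whether the difference between WXS (F) and WXS (S) depends on the stage was tested by the stage-by-fertility interaction. At an adjusted P below 0.05, 1 circRNA passed and 50 passed at an unadjusted P below 0.05. It is Chr4:8244829|8264058 (adjusted P = 0.00737 from edgeR), which had 0 reads in SP2 and 8, 6 and 18 in FP2, 59, 22 and 62 in SP3 and 24, 13 and 6 in FP3, and 16, 12 and 18 in SP4 and 22, 23 and 27 in FP4. Without SP2-1, 9 circRNAs passed the interaction. From the clusters of circRNAs that differ between WXS (F) and WXS (S), the paper proposes that they have specific roles in male sterility during the fertility transition.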

To further confirm the expression patterns of the circRNAs with fertility-specific expression, we randomly selected eight DECs, including seven upregulated circRNAs and one downregulated circRNA in the young panicles WXS (F), and we quantified their expression patterns in the RNase R (−) and RNase R (+)-treated RNAs of each sample by semiquantitative RT-PCR (Fig. 4a). Furthermore, qRT-PCR was performed for to validate the expression patterns of the eight DECs. The expression patterns of the eight DECs in the quantitative experiments were highly correlated with the RNA-sequencing results (Fig. 4b - I). This observation indicated that the circRNA expression patterns based on RNA-sequencing data were reliable.

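In the junction reads, the 7 upregulated circRNAs had more reads in every FP library than in any SP library of the stage at P2, P3 and P4, and the downregulated one had fewer. By chance, 10% of unselected circRNAs with distinct values would separate this way, in either direction, at a stage. Chr8:27737960|27738788 had 4, 13 and 8 reads in SP2 and 76, 59 and 59 in FP2, a log2 fold change of 3.00 (standard error 0.37, adjusted P = 0.00483 from edgeR), and 2.12 at P3 (standard error 0.43, adjusted P = 0.0491 from edgeR). At P4 it had 2, 0 and 0 reads in SP4 and 18, 16 and 6 in FP4, at least 3.02-fold more. Chr5:17019124|17019556 had 0, 2 and 0 reads in SP2 and 44, 25 and 48 in FP2, at least 15.0-fold more (adjusted P = 0.00483 from edgeR). Its log2 fold change at P3 was 3.58 (standard error 0.75, adjusted P = 0.0585 from edgeR), and at P4 it had at least 7.49-fold more reads in FP4. Chr5:3609020|3611174 had log2 fold changes of 1.30, 1.25 and 1.85 at P2, P3 and P4 (adjusted P = 0.0701, 0.183 and 0.0681 from edgeR). Chr9:22408734|22411666 and Chr2:11734000|11734652 had 0 reads in all 9 SP libraries and 2 to 11 reads in each FP library, and Chr12:25045618|25046294 had at most 3 reads in each SP library and 3 to 12 in each FP library. Chr11:9166935|9170120 had 8, 0 and 0 reads in SP3 and 10, 13 and 11 in FP3, a log2 fold change of 2.01 (standard error 1.03, unadjusted P = 0.0861 from edgeR). The downregulated Chr1:25563110|25563966 had 47, 52 and 54 reads in SP2 and 6, 2 and 0 in FP2, a log2 fold change of -4.17 (standard error 0.68, adjusted P = 0.0194 from edgeR), and changed by -2.86 at P3 and -2.52 at P4.

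**Figure D3:**
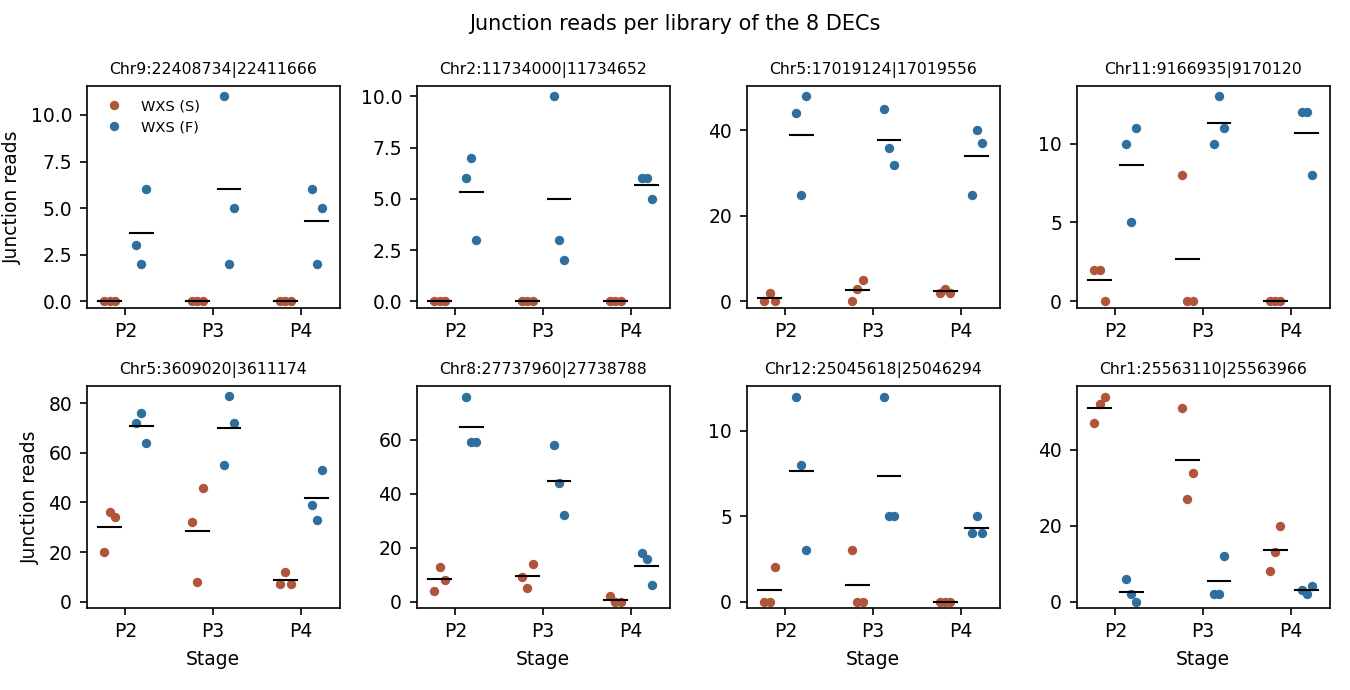
Junction reads per library (y axis) of the 8 DECs at the P2, P3 and P4 stages (x axis), a panel for each circRNA. Points are single libraries of WXS (S) in red and WXS (F) in blue, and black lines are the means of 3 libraries; at P3 an SP library of Chr11:9166935|9170120 holds 8 reads and the lowest FP library 10.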

**Fig. 4:**
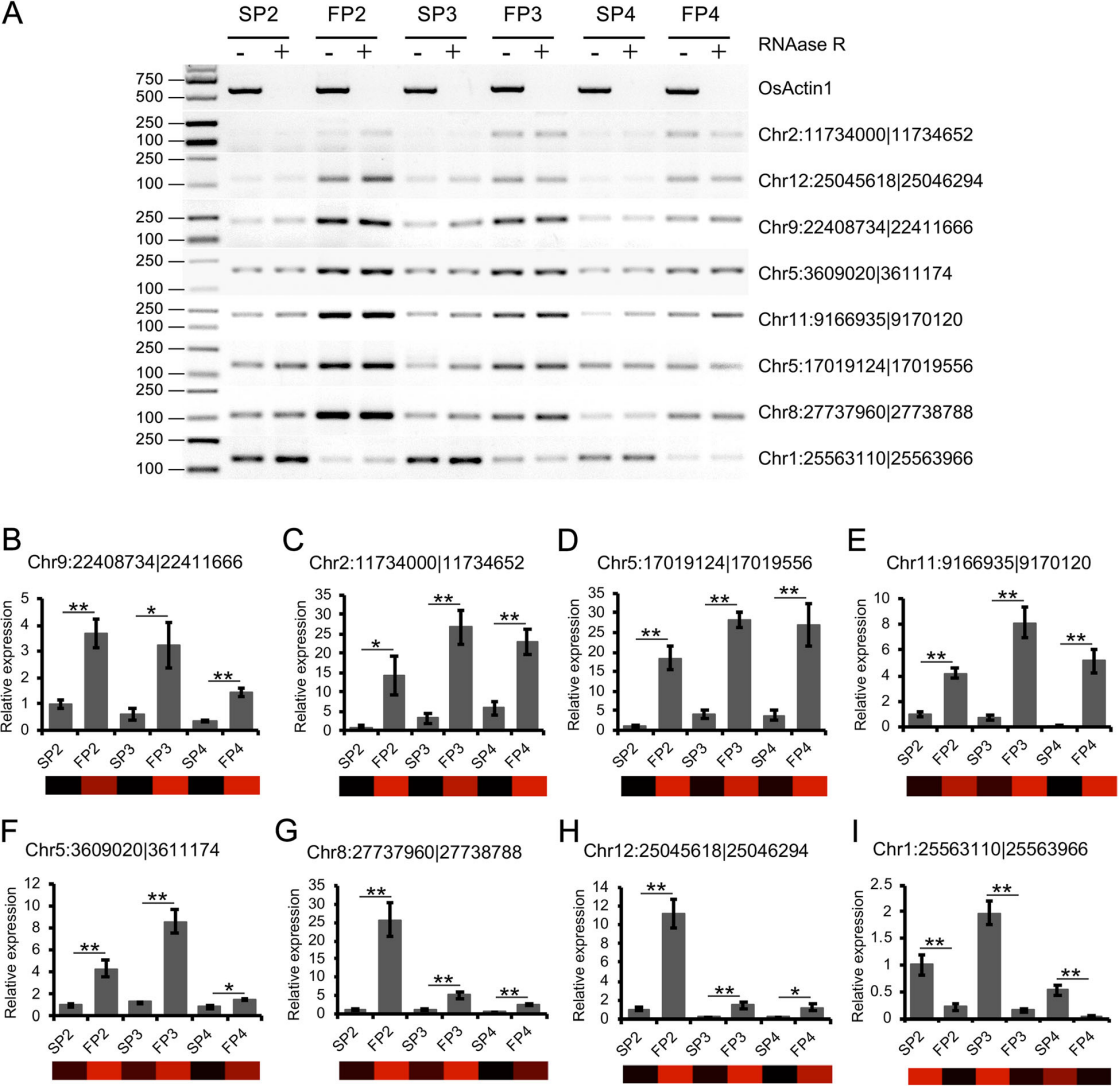
Confirmation of the expression patterns of the DECs by semiquantitative RT-PCR and qRT-PCR **a** Semiquantitative RT-PCR shows that the expression patterns of seven upregulated circRNAs and one downregulated circRNA. *n* = 3 replicates. (**b**-**h**) The expression pattern of seven upregulated circRNAs and (**i**) one downregulated circRNA confirmed by qRT-PCR. A heatmap of each circRNA was generated from the normalized transcripts per million (TPM) value and used to visualize the circRNA expression level in the RNA-sequencing data. *OsActin1* was used as a reference gene. The error bars indicate standard deviation of three replicates. Asterisks indicate a significant difference as determined by Student’s *t*-test (*P < 0.05; **P < 0.01)

### Functional annotation analysis of parental genes of DECs

To further investigate whether the circRNAs that were significantly differentially expressed during fertility transition have corresponding functions, a functional annotation analysis of 109 parental genes of the DECs was performed (Additional file 5: Table S4). The gene ontology (GO) analysis showed that the parental genes were assigned to three GO categories: biological process, cellular component and molecular function (Fig. 5). In cellular component, the three main categories were cell part, cell and organelle. In molecular function, the most represented categories were catalytic activity and binding. In biological process, some important categories such as metabolic process, biological regulation, development process, response to stimulus, reproduction, and reproductive process were annotated. Furthermore, we detected significant enrichment (*P* < 0.05) of 152, 145 and 117 GO terms at P2, P3 and P4 stages of WXS, respectively (Additional file 6: Table S5). The number of GO terms was clearly more enriched at the P2 and P3 stages than at P4. In addition, the analysis showed that these parental genes of the DECs at the three stages were simultaneously enriched in a variety of biological processes, including cell division (GO:0051301), regulation of cell differentiation (GO:0045595), regulation of hormone levels (GO:0010817), hormone metabolic process (GO:0042445), hormone biosynthetic process (GO:0042446), response to temperature stimulus (GO:0009266), and floral organ development (GO:0048437), which are closely related to the fertility transition. In particular, based on the assigned GO terms at the P3 stage, a significant enrichment of genes involved in reproductive and pollen development (GO:0010228, GO:0009555, GO:0048229, GO:0010208, GO:0048868, GO:0010584) were detected. These results indicated that the parental genes together with the DECs might play a role in the development of anther and pollen by involving various biological processes. KEGG pathway annotation was also performed to further explore the function of the parental genes of the DECs (Additional file 7: Figure S2). A total of 15, 8 and 7 pathways were obtained at the P2, P3 and P4 stages, respectively. KEGG pathway analysis identified the same pathways at three stages, including the biosynthesis of amino acids and ribosome biogenesis in eukaryotes, which were distributed in the two major categories of genetic information processing and metabolism. Specifically, the pathway of plant hormone signal transduction was identified only at the P2 stages; this pathway belongs to the category of environmental information processing.

**Fig. 5:**
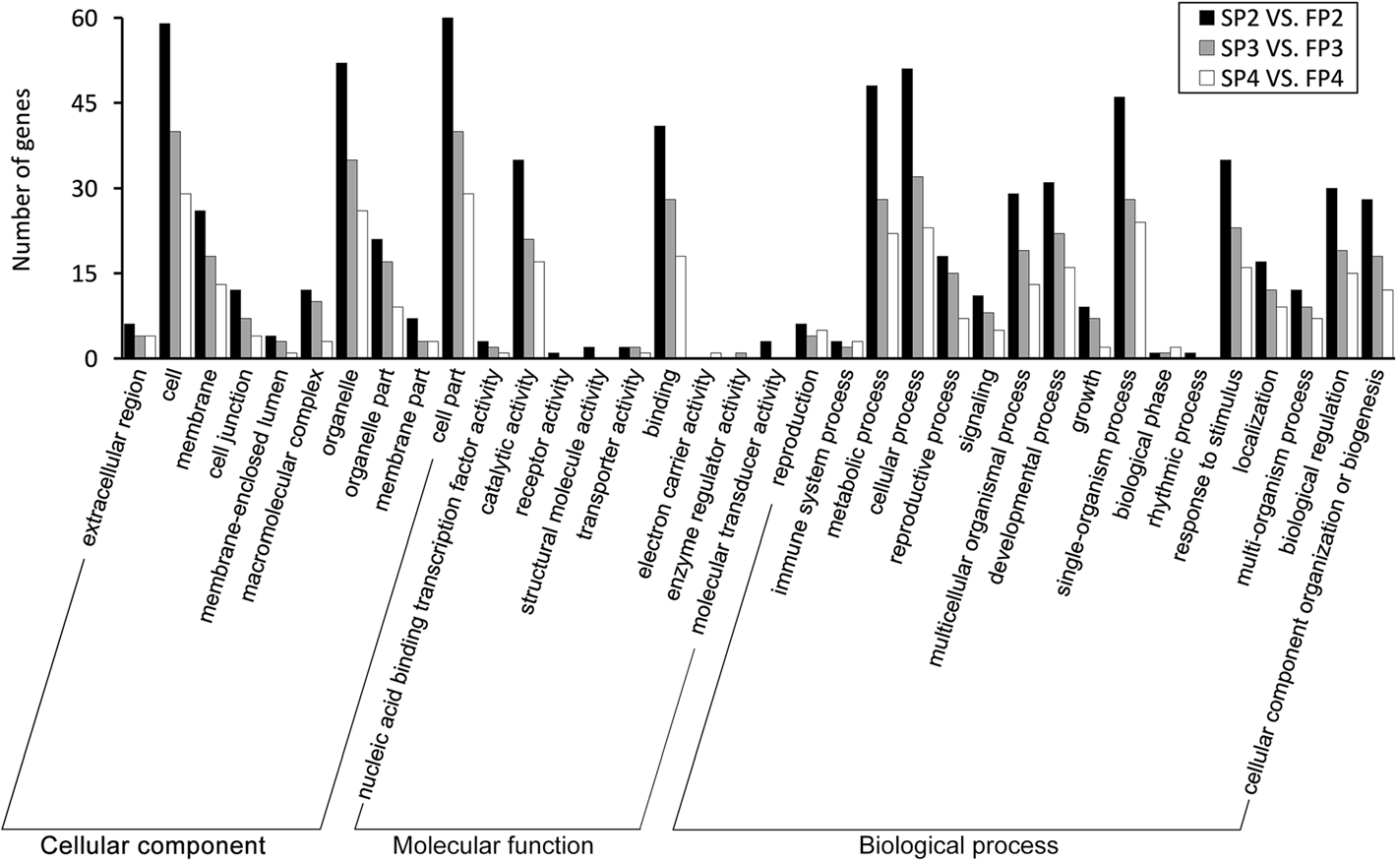
The GO classification of parental genes of DECs at the three developmental stages

### Putative functions of rice circRNAs acting as miRNA sponges

CircRNAs have previously been shown to act as targets of miRNAs and to regulate the corresponding miRNA target genes by the competing endogenous RNA (ceRNA) networks, also known as miRNA sponges [20]. Hence, we first predicted the potential of all the circRNA candidates to act as targets for miRNAs based on sequence complementarity in PTGMS rice WXS. We found that 1704 (17%) circRNAs contained putative miRNA-binding sites, with 66 DECs identified as targets of miRNAs. Among the 1704 circRNAs, a considerable number (56%) contained miRNA-binding sites for one miRNA, followed by 15% with binding sites for two miRNAs. The remaining circRNAs contained several binding sites for three or more miRNAs (Additional file 8: Figure S3).

In the present study, we further identified the miRNAs targeting mRNAs in our transcriptome sequencing using Target Finder software. It is well-known that the potency of a ceRNA is determined by the number of miRNAs; that is, the circRNA and miRNA target gene in a sturdy ceRNA network will compete for multiple miRNAs [57]. Hence, we screened the candidate ceRNA pairs, given that the number of identical miRNAs between the circRNAs and mRNAs was no less than three. 

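The 15 DECs of the paper's ceRNA table (Table S6) have genomic spans from 7616 to 77822 bases, with a median of 23862, against a median of 1250 bases for the other 171 DECs. Over the 18 libraries they held from 18 junction reads, for Chr4:8249591|8268265, to 591, for Chr1:15487847|15504849. At the P2 stage Chr1:15487847|15504849 had a log2 fold change of -1.31 (unadjusted P = 0.186 from edgeR's test of 3 libraries against 3), and at P3 Chr6:26478145|26488344 had one of 1.72 (adjusted P = 0.0606 from the same edgeR test).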

Eventually, a total of 15 DECs were identified as potential miRNA sponges, which regulated the expression of target genes through ceRNA networks (Additional file 9: Table S6). The circRNA-miRNA-mRNA networks in their entirety were delineated by Cytoscape software (Fig. 6a). Furthermore, illustrations of the four circRNAs are provided in Fig. 6b to display the interaction of the circRNA, miRNA and the corresponding target mRNA. 

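The ceRNA table of the paper pairs the 15 DECs with 118 distinct genes in 239 pairs, and 109 of the genes are among the coding genes counted in the same libraries. Each list of at least 4 tested genes was compared with all other genes at the stages where the paper lists its circRNA as a DEC, by limma's camera test, in 21 comparisons. None passed, with 0 at an adjusted and 0 at an unadjusted P below 0.05, and the smallest adjusted P was 0.832. Under limma's fry test, which asks whether the list itself moved, 4 passed. They are the lists of Chr6:2176755|2209269 at P2 (direction down in fry, adjusted P = 0.0123), of Chr6:23016777|23094599 at P2 (direction up) and of Chr4:23718633|23749978 and Chr8:1845886|1923208 at P3 (direction down, adjusted P = 0.0102 for both). The median log2 fold changes of the genes in those with direction down were -0.02, 0.17 and 0.10, so their genes went both ways. The lists share genes, with 29 genes in more than 1 list.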

Among the 15 DECs, 102 target genes were identified and participate in metabolic process, development process, response to stimulus, reproductive process, and other multiple biological processes associated with fertility transition of pollen, as indicated by GO enrichment analysis (Additional file 10: Figure S4). Therefore, circRNAs might play roles in the fertility transition by interacting with miRNAs in the PTGMS rice line.

**Fig. 6:**
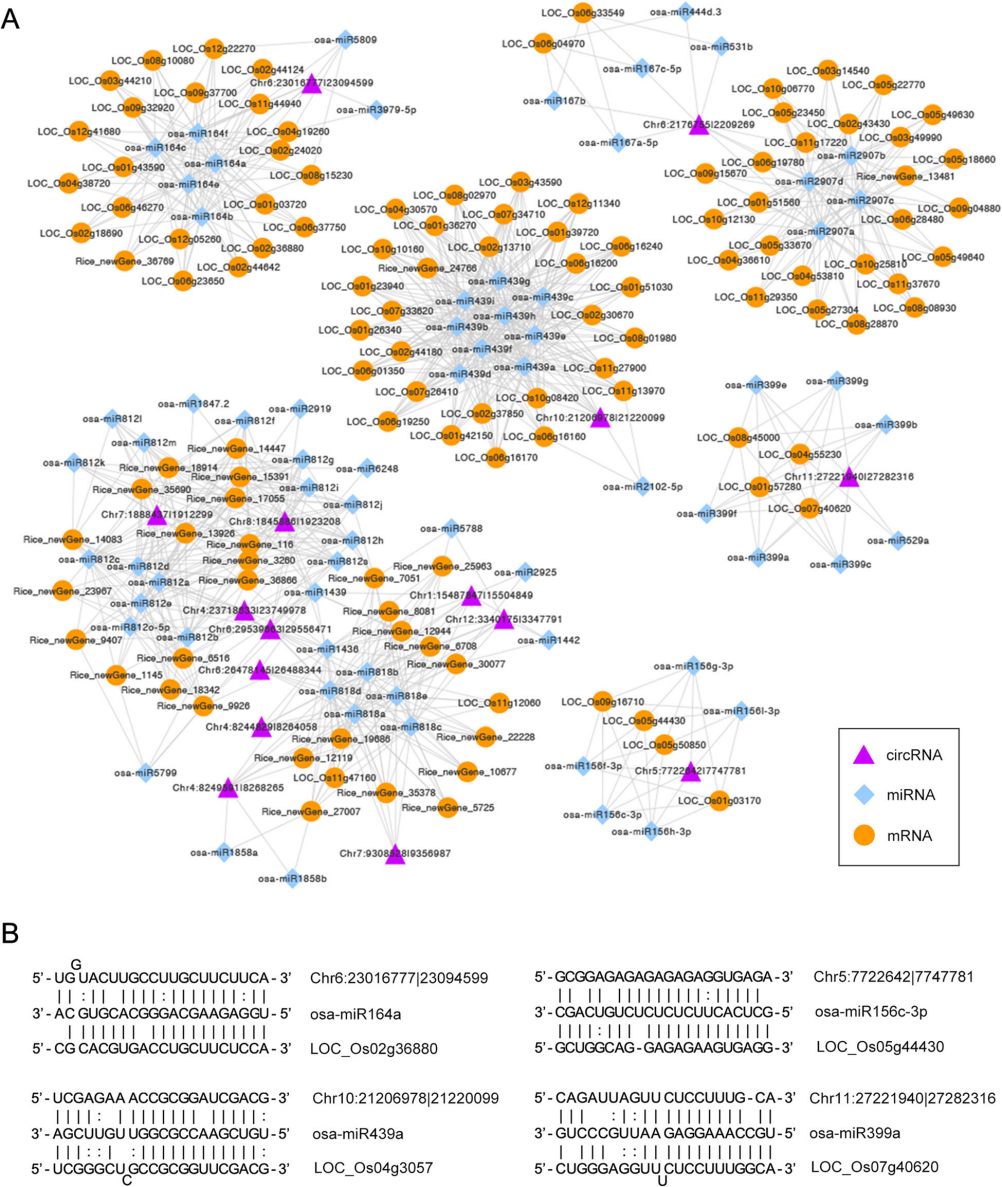
The circRNA-miRNA-mRNA interaction network in PTGMS rice **a** The ceRNA regulatory networks of 15 differentially expressed circRNAs (purple triangle) and miRNA (blue rhombus), as well as their corresponding mRNA targets (orange circle). LOC_Os04g55230, *flo2*; LOC_Os02g36880, *OMTN1*; LOC_Os12g41680, *OMTN3*; LOC_Os06g46270, *OMTN4*; LOC_Os06g23650, *OMTN5*; LOC_Os08g10080, *OMTN6*; LOC_Os03g49990, *OsGAI*; LOC_Os01g43590, *OsHsfC1a*; LOC_Os04g38720, *OsNAC2*; LOC_Os02g37850, *OsOSD1*; LOC_Os09g15670, *OsPP108*; LOC_Os08g45000, *OsPT6*. **b**The binding sites of circRNA, miRNA and the corresponding mRNA.

## Discussion

At present, circRNAs have attracted the attention of an increasing number of researchers. Tens of thousands of circRNAs have been found in various eukaryotic species, and this number is rapidly increasing [58, 59]. A total of 2354 circRNAs have recently been identified in leaves and panicles of rice, certain rice circRNAs have tissue-specific expression, and the overexpression of a circRNA could greatly reduce the expression level of its parental gene [17]. Moreover,12,037 rice circRNAs have been identified in roots, some of which are detected in response to phosphate starvation [16]. In addition, nearly 3000 circRNAs with full-length sequences have been identified in rice, most of which are flanked by the diverse non-GT/AG splicing signals [31]. These results suggest that circRNAs are widely present in rice, while extremely little is known regarding the biological roles of circRNAs in the fertility transition of the two-line rice. Here we profile the circRNAs from 18 ssRNA-seq libraries, which are RNA samples from the young panicles of the WXS fertile rice line and sterile rice line at three developmental stages. Our findings clearly revealed that circRNAs might be endogenous noncoding regulators of flower and pollen development in the PTGMS rice line.

In the present study, a total of 9994 circRNAs were detected in WXS, of which 5305 were known circRNAs and 4689 were novel in rice, and deriving from diverse genomic regions. Among these circRNAs, the majority belonged to the exonic circRNAs generated from the exons of protein-coding genes, and the remaining small number of circRNAs were intronic and intergenic circRNAs. This result is consistent with previous studies, in which most circRNAs were exonic in rice and Arabidopsis [16, 17]. Moreover, a very large percentage of circRNAs were shorter than 1 kb in length, while the mean length of all cirRNAs included the intronic, the intergenic and the exonic was 1603 bp. The mean length of exonic circRNAs has been reported to be only 474 bp in rice [17]. Thus, we conclude that the sequence length of exonic circRNA is generally short, while that of the intronic and the intergenic circRNA is particularly long in rice. Additionally, we systematic analyzed other characteristics of the rice circRNAs. Our results showed that a large number of circRNAs were expressed at an extremely low levels in rice. Simultaneously, we found that circRNAs were derived more frequently from chromosome 1 than others. In addition, it should be noted that most parental genes produce only one circRNA, although some genes produce more than one circRNA, which is consistent with previous reports in plants [16]. These results may be the common features of circRNAs in rice.

The fertility transition of the PTGMS rice line is a complex process that involves flowering, pollen development and other reproductive processes. The sterility-fertility transition is controlled by a cross-talk between certain genetic networks and environmental conditions (such as photoperiod and temperature) during young panicle development [51, 52]. To date, several genes that control PTGMS in different rice line have been identified such as *ptgms2–1* [60], *pms1(t)* [61] and *p/tms12–1* [54]. It has been reported that *p/tms12–1* encodes a noncoding RNA precursor of a 21-nt small RNA, which is an important regulator of male sterility-fertility transition in the PTGMS rice lines. In contrast, the roles of circRNAs in the fertility transition of PTGMS has not been reported. Recently, several studies of circRNAs in several plants have revealed that most of them exhibit differential expression patterns in response to abiotic and biotic stress as well as at different developmental stages [32, 34, 35, 40, 42, 62]. In the present study, among the 9994 identified circRNAs, 186 circRNAs were significantly differentially expressed in the fertile line rice compared with the sterile line rice at the P2, P3 or P4 developmental stages (Fig. 3). These fertility-specific expression patterns of circRNAs indicated that they might respond to photoperiod and temperature stimulation and regulate the fertility transition of pollen in the PTGMS line. Moreover, 11 and two circRNAs that were up-regulated or down-regulated both in three different stages were credible regulators, while the regulatory mechanisms must be further investigated. Interesting, it has been reported that pollen abortion in PGMS rice is initiated already at the stage of PMC formation and continues throughout the whole process of pollen development, which is closely associated with abnormal degeneration of the tapetum [63]. It has also been reported that a large number of microspore mother cells (MMC) in TGMS rice undergo abnormal meiosis under high-temperature conditions, leading to male sterility [55]. 

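Fewer circRNAs had enough reads to be tested at P4 than at P2 and P3. With every library of a stage thinned to the smallest total of the stage, the numbers past the unadjusted threshold were 87, 70 and 56 at P2, P3 and P4, as the median of 21 draws. With DESeq2 they were 52, 54 and 53. Under an adjusted P below 0.05, DESeq2 gave 16, 20 and 26. A difference between the stages in the number of DECs was not tested. The counts of coding genes in the same libraries gave 4296 genes at P2, 5271 at P3 and 5559 at P4 at an adjusted P below 0.05 in edgeR.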

Based on our data, the number of DECs at the P2 and P3 stages was larger than that at the P4 stage, indicating that WXS rice was more sensitive to environmental conditions in the PMC formation stage and meiosis stage than that in the microspore formation stage, although both are critical periods for pollen development in PTGMS rice.

Previous research has indicated that some circRNAs participate in regulating the expression of their parental genes in humans, animals and plants. For instance, some intronic circRNAs have an abundance in the nucleus and promote transcription of their parental gene by interacting with the polymerase II (Pol II) machinery [7]. Other intergenic circRNAs predominantly localize in the nucleus, enhancing transcription of their parental genes via interacting with U1 small nuclear ribonucleoprotein (snRNP) [22]. Furthermore, some circRNAs have conserved functions in regulating the expression of parental genes by competing with canonical splicing [23]. In plants, the expression patterns of some circRNAs have a significant positive correlation with their parental genes [16, 30, 62]. Nevertheless, overexpression of plant circRNAs could reduce the expression level of their parental genes [17, 32], suggesting that circRNAs might also function as negative regulators of their parental genes. Recently, an Arabidopsis circRNA derived from the *SEPALLATA*3 gene has been reported to negatively regulate the splicing of the cognate mRNA through R-loop formation [43]. In our study, to further understand the roles of circRNAs in PTGMS rice, GO analysis and KEGG pathway analysis were performed for the parental genes of the DECs in WXS (S) and WXS (F) at the P2, P3 and P4 stages. GO analysis showed that the parental genes were involved in different biological processes, cellular components, and molecular functions (Fig. 5). Based on the assigned GO terms, some parental genes were classified into the categories of metabolic process, biological regulation, development process, response to stimulus, reproduction, and reproductive process, suggesting that circRNAs may contribute distinctly during the fertility transition by associating with different biological processes. Notably, the GO terms related to rice fertility transition, including the regulation of cell differentiation (GO:0045595), response to temperature stimulus (GO:0009266), and floral organ development (GO:0048437), were commonly enriched, suggesting the involvement of circRNAs in regulating the fertility transition. Moreover, regulation of the hormone levels (GO:0010817), hormone metabolic process (GO:0042445), and hormone biosynthetic process (GO:0042446) were observed during GO enrichment. It has been reported that the two plant hormones auxin and jasmonic acid play pivotal roles in male sterility and pollen development [64, 65]. In addition, pollen development (GO:0009555), pollen wall assembly (GO:0010208), pollen tube development (GO:0048868), and pollen exine formation (GO:0010584) were specifically enriched in the P3 stage, suggesting the PMC meiosis stages is the key period of the fertility transition of pollen in WXS rice. We also found an enrichment of this GO term at the P2 and P3 stages to a greater extent than at the P4 stage, suggesting that the process of fertility transition is more complex during the PMC formation and meiosis stages. Additionally, KEGG pathway analysis was used to further predict the function of parental genes of DECs. The KEGG pathways obtained in the three stages were mainly associated with genetic information processing and metabolism. Compared with the P3 and P4 stages, one parental gene (OsRR1) was involved in the plant hormone signal transduction pathway at the P2 stage. These results revealed the parental genes of DECs in the fertility transition involved in development, stimulation-response, hormonal regulation and reproduction, implying that circRNAs may play important roles in the fertility transition of PTGMS rice by the metabolic pathway and hormone signaling pathway.

Recent evidence in human and animals has confirmed that circRNAs may act as potential miRNA sponges, which sequester miRNA away from its mRNA target through circRNA-miRNA-mRNA networks. For example, a human circRNA *ciRS-7/CDR1* harboring more than 70 binding sites of miR-7, and a mouse circRNA *Sry* harboring 16 binding sites of miR138, can function as efficient microRNA sponges [2, 20]. Additionally, a circRNA *circHIPK3* could act as a sponge for 9 miRNAs with 18 potential binding sites in human cells [21]. In plants, however, many circRNAs acting as miRNA sponges have been predicted, yet no direct experimental evidence has been provided [30, 34, 41]. It is reported that 235 circRNAs have putative miRNA-binding sites, and only 31 circRNAs have two or more miRNA-binding sites in rice [17]. In the present study, 1704 circRNAs had putative miRNA-binding sites, and the number of miRNA-binding sites of these circRNAs greatly varied. Furthermore, we found that 15 DECs functioned as miRNA sponges that regulate the expression of mRNAs through ceRNA networks in the fertility transition of WXS rice (Fig. 6a). Among these 15 circRNAs, each circRNA was the target of several miRNAs, which could target multiple mRNAs to form the sturdy ceRNAs networks similar to that in humans and animals. This result implied that circRNAs might play some roles in the fertility transition by interacting with miRNAs. For instance, circRNA Chr6:23016777|23,094,599 and Chr5:7722642|7,747,781 were identified as target mimics for the osa-miR164 and osa-miR156 families, respectively. These two miRNA families and their target genes were found to be involved in the fertility transition of WXS rice in our previous study [56]. Moreover, Chr10:21206978|21,220,099 and Chr4:23718633|23,749,978 were significantly upregulated both in three different stages of WXS (F), identified as the miRNA sponge for osa-miR439 and osa-miR812 in the study, suggesting that these circRNAs might play a crucial role in regulating the fertility transition of PTGMS rice. 

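Chr6:23016777|23094599 had 19, 29 and 32 junction reads in SP2 and 10, 6 and 16 in FP2, a log2 fold change of -1.29 (standard error 0.38, unadjusted P = 0.00912, adjusted P = 0.0701 from edgeR's test of 3 libraries against 3). It changed by -0.51 at P3 (adjusted P = 0.671) and by -0.71 at P4 (adjusted P = 0.279). Chr5:7722642|7747781 had 0, 5 and 0 reads in SP3 and 8, 8 and 8 in FP3, a log2 fold change of 1.89 (unadjusted P = 0.151 from edgeR). Its unadjusted P was 0.00328 without SP3-2. The OMTN genes that the paper pairs with miR164 had the following log2 fold changes in the coding-gene counts. OMTN1 (LOC_Os02g36880) rose by 3.00, 5.31 and 2.96 at P2, P3 and P4, OMTN3 (LOC_Os12g41680) by 3.19, 3.10 and 2.41, OMTN4 (LOC_Os06g46270) by 2.34, 3.29 and 2.24, and OMTN6 (LOC_Os08g10080) by 3.92, 4.47 and 2.51. The largest adjusted P among these 12 values was 0.00685 in edgeR. OMTN5 (LOC_Os06g23650) changed by -0.40 at P2 and -0.76 at P3 (adjusted P = 0.325 and 0.239 from edgeR), and had too few reads to be tested at P4. OsNAC2 (LOC_Os04g38720) rose by 1.77, 2.62 and 2.85.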

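Chr10:21206978|21220099 had 0 junction reads in all 9 SP libraries. In FP2 it had 5.33 ± 2.52 reads (SD, n = 3), in FP3 11.7 ± 3.06 (SD, n = 3) and in FP4 18 ± 6.08 (SD, n = 3), at least 2.16-fold, 2.90-fold and 3.94-fold more than 3 reads in an SP library would be. Its adjusted P was 0.0701 at P2, 0.0481 at P3 and 0.0568 at P4 in edgeR. Chr4:23718633|23749978 had 7, 6 and 5 reads in SP2 and 20, 17 and 9 in FP2, 9, 2 and 0 in SP3 and 13, 13 and 17 in FP3, and 5, 3 and 7 in SP4 and 33, 39 and 27 in FP4. The log2 fold changes were 1.36 at P2 (standard error 0.51, adjusted P = 0.142 from edgeR), 1.85 at P3 (standard error 0.85, unadjusted P = 0.0577 from edgeR) and 2.32 at P4 (standard error 0.37, adjusted P = 0.0462 from edgeR). Without SP3-1 its unadjusted P at P3 was 0.00876.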

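At P4, Chr11:27221940|27282316 had 8.67 ± 3.21 junction reads in SP4 and 0.667 ± 1.15 in FP4 (SD, n = 3 each), at least 4.21-fold fewer (unadjusted P = 0.00993, adjusted P = 0.0681 from edgeR). Reads at the earlier stages were too few for a test, with 4, 0 and 2 in SP2, 0, 0 and 2 in SP3 and 0 in each FP2 and FP3 library.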

Another circRNA, Chr11:27221940|27,282,316, can act as a miRNA decoy of miR399, which is an ambient temperature-responsive flowering regulator [66]. Moreover, by interacting with miRNA, circRNAs could regulated the expression of target genes which were required for metabolic process, development process, response to stimulus, reproductive process, and other multiple biological processes associated with fertility transition of pollen. Above all, some circRNAs can act as miRNA sponges and may be able to influence the expression of many important genes that regulate the fertility transition in PTGMS rice. Nevertheless, their authenticity requires further experimental validation. In contrast, we found that a total of 66 DECs had miRNA binding sites, 15 of which were identified as miRNA sponges, indicating that the interaction between circRNA and miRNA is due not only to the ability of the circRNAs to function as microRNA sponges, but also the expression levels of circRNAs might be regulated by the miRNAs through miRNA-mediated target circRNA cleavage. Of course, further function investigates of circRNAs in PTGMS rice are required to fully elucidate the regulatory mechanism of circRNA on fertility transition.

## Conclusions

In the present study, a total of 9994 circRNA were obtained in WXS rice, of which 186 were differentially expressed between WXS (F) and WXS (S) at three development stages of young panicles. Functional annotation of the parental genes of DECs revealed that circRNAs may play roles in the fertility transition of PTGMS rice by the metabolic pathway and hormone signaling pathway. Moreover, we have constructed the putative circRNA-mediated ceRNA networks in PTGMS rice related to fertility transition. In summary, we investigated the abundance and characteristics of circRNAs, and we also explored the expression patterns and functions of circRNAs in the PTGMS rice line WXS. Our results indicated that rice circRNAs might have important biological roles, and might be essential regulators of the fertility of pollen, and shed new light on the regulatory mechanism of the fertility transition in the PTGMS rice line.

## Methods

### Plant materials and growth conditions

The PTGMS rice line, WXS, was used as an experimental material for RNA-seq, which was selected and bred by our laboratory, and obtained the new plant variety right (CNA20120607.9) granted by the Ministry of Agriculture of the People’s Republic of China. The seeds were obtained from State Key Laboratory of Hybrid Rice, College of Life Sciences, Wuhan University, Wuhan, China. During summer in 2017, WXS rice was grown in the experimental field of Wuhan University (30°54′ N, 114°37′ E), Wuhan, Hubei province of China. Under natural conditions, with daily average temperatures that were higher than 24 °C and average day lengths that were longer than 12 h, WXS could produce male-sterility rice (WXS (S)) that did not form pollen (Additional file 11: Figure S5). When the panicle length was approximately 1 cm, some of the rice plants were transferred into a fully intelligent artificial climate plant incubator for a short period of sunshine treatment under short lighting (12 h light/12 h dark) at low day average temperatures (approximately 21 °C) for 3–4 weeks. These WXS plants treated with short sunshine and low temperatures would become male-fertile rice (WXS (F)), with a normal anther morphology (Additional file 11: Figure S5). The young panicles of WXS (S) and WXS (F) were harvested upon formation of the pollen mother cell (PMC) (P2), meiosis of the PMC (P3) and formation of the microspore (P4) stages, and correspondingly designated as SP2, SP3, SP4, FP2, FP3, and FP4, respectively. Immediately upon harvesting, the panicles were frozen in liquid nitrogen and stored at − 80 °C.

### RNA extraction, library construction, and RNA sequencing

A total of 18 strand-specific RNA libraries (SP2–1, SP2–2, SP2–3, FP2–1, FP2–2, FP2–3, SP3–1, SP3–2, SP3–3, FP3–1, FP3–2, FP3–3, SP4–1, SP4–2, SP4–3, FP4–1, FP4–2, and FP4–3) were constructed from the young panicles of WXS (S) and WXS (F) at the P2, P3 and P4 stages for RNA sequencing. Three separate libraries for each condition were used. Total RNA was extracted using TRIzol reagent (TaKaRa, Dalian, China) according to the manufacturer’s protocols to construct sequencing libraries. Subsequently, RNA degradation, contamination, and DNA contamination were monitored on 1.5% agarose gels. Then, the RNA concentration and purity were checked using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE). The RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 System (Agilent Technologies, CA, USA).

After quality confirmation of the RNA, 1.5 μg RNA per sample was treated with the Ribo-Zero rRNA Removal Kit (Epicentre, Madison, WI, USA) to remove ribosomal RNA (rRNA). Then, according to the manufacturer’s recommendations, sequencing libraries were constructed using the NEBNextR UltraTM Directional RNA Library Prep Kit for IlluminaR (NEB, USA), and they were purified with AMPure XP Beads (Beckman Coulter, Beverly, USA) for selective insertion of 150–200 bp. Next, the library quality was assessed on the Agilent Bioanalyzer 2100. Clustering of the samples was then performed on a cBot Cluster Generation System using TruSeq PE Cluster Kitv3-cBot-HS (Illumina) following the manufacturer’s instructions. Finally, the library preparations were sequenced on the Illumina HiSeq Xten platform. The libraries were constructed and sequenced by Biomarker Biotechnology Corporation (Beijing, China).

### Identification of circRNAs

After RNA sequencing, the raw data (raw reads) were first processed using custom Perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, poly-N and low-quality raw data. Then, the Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the clean data with high quality were used for the identification of circRNAs according to the methods of Ye et al. [16]. Clean reads were mapped to the rice reference genome based on MSU-v7.0 (http://rice.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_7.0/) using the software of HISAT2 (version 2.0.5). The reads that could not be mapped to the genomes were obtained. For these unmapped reads, the 20-nt anchors were first extracted from both ends and aligned independently to the rice reference genomes to identify the unique anchor positions by a widely using tool find_circ as described previously [2]. The reversed orientation of the aligned anchors suggested circRNA splicing. Then, the anchor alignments were extended to generate the GU/AG splice sites flanking the complete read alignments and breakpoints. Finally, a candidate circRNA was identified if it had at least two distinct back-spliced reads.

### Validation of circRNAs

The circRNA candidates were validated using the following procedure. First, the remaining total RNAs from the RNA sequencing were used to synthesize cDNAs with random primers using the RevertAid First Strand cDNA Synthesis Kit (Fermentas, USA) following the manufacturer’s instructions. Secondly, the genomic DNA (gDNA) was extracted from WXS rice using the conventional cetyltrimethylammonium bromide (CTAB) method. The genomic DNA was used as a negative control for divergent primers. Third, divergent and convergent primers were designed according to the methods described in previous studies [2, 16, 17]. Convergent primers were used as a positive control. All primers are listed in the Additional file 12: Table S7. Finally, polymerase chain reaction (PCR) was performed with T3 DNA polymerase (Tsingke, Beijing, China) according to the manufacturer’s instructions to amplify back-spliced junction sites of circRNAs. The PCR products were separated using 1% agarose gel with the Super GelRed (US Everbright Inc), and the bands were excised and purified. Sanger sequencing were carried out to further confirm the junction reads.

### Semiquantitative and quantitative real-time PCR

After total RNA was extracted from young panicles of WXS (S) and WXS (F) at three developmental stages, 2 μg of total RNA from each sample was incubated for 20 min at 37 °C with or without RNase R (Epicentre Technologies, Madison, WI). Subsequently, RNase R-treated RNAs and untreated RNAs were retro-transcribed to synthesize cDNA with random primers using the RevertAid First Strand cDNA Synthesis Kit (Fermentas, USA). For the internal standard OsActin1, cDNA templates were reverse-transcribed using Oligo(dT)18 primers. In particular, divergent primers annealing to circRNA was used to determine the circRNA abundance. All cDNAs were diluted 10 times. For semiquantitative PCR, divergent PCR products were amplified for 35 cycles using T3 DNA polymerase (Tsingke, Beijing, China) according to the manufacturer’s protocols, while OsActin1 products were amplified for 27 cycles. For quantitative real-time PCR (qRT-PCR), diluted cDNA was amplified using SYBR-green fluorescence with an ABI StepOnePlus Real-Time PCR System. In this process, 1 μl diluted cDNA was mixed with 5 μl 2 × SYBR reaction mix and 0.2 μM primers in a 10 μl reaction system. The PCR conditions were 30 s at 95 °C followed by 40 cycles of 10 s at 95 °C, 30 s at 56 °C and 15 s at 72 °C. The levels of circRNA transcripts were normalized to the endogenous linear *OsActin1* transcripts. Each set of experiments was repeated three times. The primers used for semiquantitative and quantitative RT-PCR are listed in Additional file 12: Table S7.

### Differential expression analysis

The expression level of circRNA in each sample was calculated based on the junction reads. TPM was used for standardization of the read counts. Differential expression analyses between SP2 and FP2, between SP3 and FP3, and between SP4 and FP4 were performed using the DESeq R package (version 1.10.1). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P* values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. Genes with an adjusted *P* value < 0.01 and an absolute value of log_2_(fold change) ≥ 1 found by DESeq were assigned as differentially expressed. Hierarchical Clustering and K-Means Clustering of the expression patterns were performed using the MutiExperimental Viewer (MeV, version 4.8.1).

### Gene annotation, GO analysis, and KEGG pathway analysis

We annotated the function of parental genes based on the following databases: Pfam (Protein family), KOG/COG (Clusters of Orthologous Groups of proteins), Nr (NCBI nonredundant protein sequences), Swiss-Prot (A manually annotated and reviewed protein sequence database), and KEGG. GO enrichment analysis of the parental genes of DECs was carried out using the topGO R packages (version 2.7). Statistical enrichment of the parental genes of DECs in KEGG pathways was tested using KOBAS software [67].

### CircRNA-associated ceRNA network prediction

To identify circRNAs as miRNA sponges, the sequences of all rice miRNAs were downloaded from miRBase (http://www.mirbase.org), and the sequences of mRNAs were obtained from our transcriptome sequencing in WXS rice. Then, the competing endogenous RNA (ceRNA) networks were predicted using Target Finder software. First, the target circRNAs of rice miRNAs were identified. Second, all target mRNAs of rice miRNAs were identified. Finally, if the circRNA and mRNA shared the same three or more miRNAs, we defined the circRNA as a candidate miRNA sponge of the mRNA gene and thus representative of candidate ceRNA pairs. The ceRNA networks were visualized using Cytoscape (version 3.5.0) to show the potential connections between the circRNA, miRNA, and mRNA.

## Additional files

Additional file 1: **Table S1.** Summary of the deep sequencing and data analysis.

Additional file 2: **Table S2.** The known circRNAs in the study identified by the BLASTN.

Additional file 3: **Figure S1.** Validation of rice circRNAs candidates.

Additional file 4: **Table S3.** The DECs identified in WXS (S) and WXS (F) at the three stages. (1) The differentially expressed circRNAs identified in WXS (S) and WXS (F) at the P2 stage (SP2 VS. FP2). (2) The differentially expressed circRNAs identified in WXS (S) and WXS (F) at the P3 stage (SP3 VS. FP3). (3) The differentially expressed circRNAs identified in WXS (S) and WXS (F) at the P4 stage (SP4 VS. FP4).

Additional file 5: **Table S4.** The annotation of all parental genes of DECs between WXS (S) and WXS (F).

Additional file 6: **Table S5.** The topGO enrichment analysis in parental genes of DECs at the three developmental stages. (1) The biological process of topGO enrichment analysis in parental genes of DECs at the P2 stage. (2) The cellular component of topGO enrichment analysis in parental genes of DECs at the P2 stage. (3) The molecular function of topGO enrichment analysis in parental genes of DECs at the P2 stage. (4) The biological process of topGO enrichment analysis in parental genes of DECs at the P3 stage. (5) The cellular component of topGO enrichment analysis in parental genes of DECs at the P3 stage. (6) The molecular function of topGO enrichment analysis in parental genes of DECs at the P3 stage. (7) The biological process of topGO enrichment analysis in parental genes of DECs at the P4 stage. (8) The cellular component of topGO enrichment analysis in parental genes of DECs at the P4 stage. (9) The molecular function of topGO enrichment analysis in parental genes of DECs at the P4 stage.

Additional file 7: **Figure S2.** The KEGG pathway analysis in parental genes of DECs. The KEGG pathway analysis in parental genes of DECs at the P2 stage (A), P3 stage (B), and P4 stage (C), respectively.

Additional file 8: **Figure S3.** Pie chart showing the number distribution of miRNA targets of circRNAs.

Additional file 9: **Table S6.** Predicted circRNA-miRNA-mRNA connection for differentially expressed circRNAs in WXS (S) and WXS (F).

Additional file 10: **Figure S4.** The GO classification of the target genes in the ceRNA networks.

Additional file 11: **Figure S5.** Anther morphology and pollen fertility of WXS. Normal anthers (A) in WXS (F) and abnormal anthers (B) in WXS (S) observed by stereo microscope. Mature pollen (C) in WXS (F) and abortive pollen (D) in WXS (S) stained darkly with 1% potassium iodide solution (I_2_-KI). Scale bars, 1.02 mm (A, B), and 10 μm (C, D).

Additional file 12: **Table S7.** The divergent primers for validation of randomly selected circRNAs and qRT-PCR.

## Data Availability

The sequencing data have been deposited in the Sequence Read Archive (SRA) at the National Center for Biotechnology Information (NCBI) under the accession number GSE125608.

## Abbreviations

ceRNA: competing endogenous RNA
circRNA: Circular RNAs
CMS: Cytoplasmic male sterility
DECs: Differentially expressed circRNAs
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MIMV: Maize Iranian mosaic virus
MMC: Microspore mother cells
P2: The PMC formation stage
P3: The meiosis stage
P4: The microspore formation stage
PCR: Polymerase chain reaction
PGMS: Photoperiod-sensitive genic male sterile
PMC: Pollen mother cell
PTGMS: Photo-thermosensitive genic male sterile
qRT-PCR: real-time quantitative RT-PCR
RNase R (−): without RNase R-treatment
RNase R (+): with RNase R-treatment
RT-PCR: Reverse transcription (RT)-PCR
SNP: Single nucleotide polymorphism
TGMS: Thermosensitive genic male sterile
TPM: Transcripts per million
WXS (F): Wuxiang S fertile line rice
WXS (S): Wuxiang S sterile line rice
WXS: Wuxiang S

## References

[1] Jeck WR, Sorrentino JA, Wang K, Slevin MK, Burd CE, Liu JZ (2013). Circular RNAs are abundant, conserved, and associated with ALU repeats. RNA.

[2] Memczak S, Jens M, Elefsinioti A, Torti F, Krueger J, Rybak A (2013). Circular RNAs are a large class of animal RNAs with regulatory potency. Nature.

[3] Zhang Y, Xue W, Li X, Zhang J, Chen S, Zhang JL (2016). The biogenesis of nascent circular RNAs. Cell Rep.

[4] Gao Y, Wang J, Zheng Y, Zhang JY, Chen S, Zhao FQ (2016). Comprehensive identification of internal structure and alternative splicing events in circular RNAs. Nat Commun.

[5] Zhang XO, Dong R, Zhang Y, Zhang JL, Luo Z, Zhang J (2016). Diverse alternative back-splicing and alternative splicing landscape of circular RNAs. Genome Res.

[6] Zhang XO, Wang HB, Zhang Y, Lu XH, Chen LL, Li YL (2014). Complementary sequence-mediated exon circularization. Cell.

[7] Zhang Y, Zhang XO, Chen T, Xiang JF, Yin QF, Xing YH (2013). Circular intronic long noncoding RNAs. Mol Cell.

[8] Sanger HL, Klotz G, Riesner D, Gross HJ, Kleinschmidt AK (1976). Viroids are single-stranded covalently closed circular RNA molecules existing as highly base-paired rod-like structures. Proc Natl Acad Sci U S A.

[9] Glazar P, Papavasileiou P, Rajewsky N (2014). circBase: a database for circular RNAs. RNA.

[10] Chen X, Han P, Zhou T, Guo XJ, Song XF, Li Y (2016). circRNADb: A comprehensive database for human circular RNAs with protein-coding annotations. Sci Rep.

[11] Liu YC, Li JR, Sun CH, Andrews E, Chao RF, Lin FM (2016). CircNet: a database of circular RNAs derived from transcriptome sequencing data. Nucleic Acids Res.

[12] Chu Q, Zhang X, Zhu X, Liu C, Mao LF, Ye CY (2017). PlantcircBase: a database for plant circular RNAs. Mol Plant.

[13] Salzman J, Gawad C, Wang PL, Lacayo N, Brown PO (2012). Circular RNAs are the predominant transcript isoform from hundreds of human genes in diverse cell types. PLoS One.

[14] Danan M, Schwartz S, Edelheit S, Sorek R (2012). Transcriptome-wide discovery of circular RNAs in archaea. Nucleic Acids Res.

[15] Wang PL, Bao Y, Yee MC, Barrett SP, Hogan GJ, Olsen MN (2014). Circular RNA is expressed across the eukaryotic tree of life. PLoS One.

[16] Ye CY, Chen L, Liu C, Zhu QH, Fan LJ (2015). Widespread noncoding circular RNAs in plants. New Phytol.

[17] Lu TT, Cui LL, Zhou Y, Zhu CR, Fan DL, Gong H (2015). Transcriptome-wide investigation of circular RNAs in rice. RNA.

[18] Moran JV, Salzman J, Chen RE, Wang PL, Brown PO (2013). Cell-type specific features of circular RNA expression. PLoS Genet.

[19] Xia S, Feng J, Lei L, Hu J, Xia LJ, Wang J (2017). Comprehensive characterization of tissue-specific circular RNAs in the human and mouse genomes. Brief Bioinform.

[20] Hansen TB, Jensen TI, Clausen BH, Bramsen JB, Finsen B, Damgaard CK (2013). Natural RNA circles function as efficient microRNA sponges. Nature.

[21] Zheng QP, Bao CY, Guo WJ, Li SY, Chen J, Chen B (2016). Circular RNA profiling reveals an abundant circHIPK3 that regulates cell growth by sponging multiple miRNAs. Nat Commun.

[22] Li ZY, Huang C, Bao C, Chen L, LinM WXL (2015). Exon-intron circular RNAs regulate transcription in the nucleus. Nat. Struct. Mol Biol.

[23] Ashwal-Fluss R, Meyer M, Pamudurti NR, Ivanov A, Bartok O, Hanan M (2014). circRNA biogenesis competes with pre-mRNA splicing. Mol Cell.

[24] Legnini I, Di Timoteo G, Rossi F, Morlando M, Briganti F, Sthandier O (2017). Circ-ZNF609 is a circular RNA that can be translated and functions in myogenesis. Mol Cell.

[25] Yang Y, Fan XJ, Mao MW, Song XW, Wu P, Zhang Y (2017). Extensive translation of circular RNAs driven by N^6^-methyladenosine. Cell Res.

[26] Chen G, Cui J, Wang L, Zhu YF, Lu ZG, Jin B (2017). Genome-wide identification of circular RNAs in *Arabidopsis thaliana*. Front Plant Sci.

[27] Liu T, Zhang L, Chen G, Shi T (2017). Identifying and characterizing the circular RNAs during the lifespan of Arabidopsis leaves. Front Plant Sci.

[28] Dou YC, Li SJ, Yang WL, Liu K, Du Q, Ren GD (2017). Genome-wide discovery of circular RNAs in the leaf and seedling tissues of *Arabidopsis Thaliana*. Curr Genomics.

[29] Sun XY, Wang L, Ding JC, Wang YR, Wang JS, Zhang XY (2016). Integrative analysis of *Arabidopsis thalianat* ranscriptomics reveals intuitive splicing mechanism for circular RNA. FEBS Lett.

[30] Pan T, Sun X, Liu Y, Li H, Deng GB, Lin HH (2018). Heat stress alters genome-wide profiles of circular RNAs in *Arabidopsis*. Plant Mol Biol.

[31] Ye CY, Zhang XC, Chu QJ, Liu C, Yu YY, Jiang WQ (2016). Full-length sequence assembly reveals circular RNAs with diverse non-GT/AG splicing signals in rice. RNA Biol.

[32] Tan JJ, Zhou ZJ, Niu YJ, Sun XY, Deng ZP (2017). Identification and functional characterization of tomato circRNAs derived from genes involved in fruit pigment accumulation. Sci Rep.

[33] Zuo JH, Wang Q, Zhu BZ, Luo YB, Gao LP (2016). Deciphering the roles of circRNAs on chilling injury in tomato. Biochem Biophys Res Commun.

[34] Yin JL, Liu MY, Ma DF, Wu JW, Li SL, Zhu YX (2018). Identification of circular RNAs and their targets during tomato fruit ripening. Postharvest Biol Technol.

[35] Wang JY, Yang YW, Jin LM, Ling XT, Liu TL, Chen TZ (2018). Re-analysis of long non-coding RNAs and prediction of circRNAs reveal their novel roles in susceptible tomato following TYLCV infection. BMC Plant Biol.

[36] Darbani B, Noeparvar S, Borg S (2016). Identification of circular RNAs from the parental genes involved in multiple aspects of cellular metabolism in barley. Front Plant Sci.

[37] Chen L, Zhang P, Fan Y, Lu Q, Li Q, Yan JB (2018). Circular RNAs mediated by transposons are associated with transcriptomic and phenotypic variation in maize. New Phytol.

[38] Tang BH, Hao ZQ, Zhu YF, Zhang H, Li GL (2018). Genome-wide identification and functional analysis of circRNAs in *Zea mays*. PLoS One.

[39] Ghorbani A, Izadpanah K, Peters JR, Dietzgenb RG, Mitter N (2018). Detection and profiling of circular RNAs in uninfected and maize Iranian mosaic virus-infected maize. Plant Sci.

[40] Wang YX, Yang M, Wei SM, Qin FJ, Zhao HJ, Suo B (2016). Identification of Circular RNAs and Their Targets in Leaves of Triticum aestivum L under Dehydration Stress. Front Plant Sci.

[41] Zhao W, Cheng Y, Zhang C, You Q, Shen X, Guo W (2017). Genome-wide identification and characterization of circular RNAs by high throughput sequencing in soybean. Sci Rep.

[42] Chen L, Ding X, Zhang H, He T, Li Y, Wang T (2018). Comparative analysis of circular RNAs between soybean cytoplasmic male-sterile line NJCMS1A and its maintainer NJCMS1B by high-throughput sequencing. BMC Genomics.

[43] Conn VM, Hugouvieux V, Nayak A, Conos SA, Capovilla G, Cildir G, et al. A circRNA from SEPALLATA3 regulates splicing of its cognate mRNA through R-loop formation. Nat plants. 2017;317053.10.1038/nplants.2017.5328418376

[44] Cheng J, Zhang Y, Li Z, Wang T, Zhang X, Zheng B (2017). A lariat-derived circular RNA is required for plant development in *Arabidopsis*. Sci China Life Sci.

[45] Zhang Pei, Fan Yuan, Sun Xiaopeng, Chen Lu, Terzaghi William, Bucher Etienne, Li Lin, Dai Mingqiu (2019). A large‐scale circular RNA profiling reveals universal molecular mechanisms responsive to drought stress in maize and Arabidopsis. The Plant Journal.

[46] Itoh J, Nonomura K, Ikeda K, Yamaki S, Inukai Y, Yamagishi H (2005). Rice plant development: from zygote to spikelet. Plant Cell Physiol.

[47] Huang X, Yang S, Gong J, Zhao Q, Feng Q, Zhan Q (2016). Genomic architecture of heterosis for yield traits in rice. Nature..

[48] Cheng SH, Zhuang JY, Fan YY, Du JH, Cao LY (2007). Progress in research and development on hybrid rice: a super-domesticate in China. Ann Bot.

[49] Su N, Hu ML, Wu DX, Wu FQ, Fei GL, Lan Y (2012). Disruption of a rice pentatricopeptide repeat protein causes a seedling-specific albino phenotype and its utilization to enhance seed purity in hybrid rice production. Plant Physiol.

[50] Chang Z, Chen Z, Wang N, Xie G, Lu J, Yan W (2016). Construction of a male sterility system for hybrid rice breeding and seed production using a nuclear male sterility gene. Proc Natl Acad Sci U S A.

[51] Fan Y, Zhang Q (2017). Genetic and molecular characterization of photoperiod and thermo-sensitive male sterility in rice. Plant Reprod.

[52] Li X, He Y, Yang J, Jia YH, Zeng HL (2018). Gene mapping and transcriptome profiling of a practical photo-thermo-sensitive rice male sterile line with seedling-specific green-revertible albino leaf. Plant Sci.

[53] Ding J, Lu Q, Ouyang Y, Mao H, Zhang P, Yao J (2012). A long noncoding RNA regulates photoperiod-sensitive male sterility, an essential component of hybrid rice. Proc Natl Acad Sci U S A.

[54] Zhou H, Liu Q, Li J, Jiang D, Zhou L, Wu P (2012). Photoperiod- and thermo-sensitive genic male sterility in rice are caused by a point mutation in a novel noncoding RNA that produces a small RNA. Cell Res.

[55] Zhou H, Zhou M, Yang Y, Li J, Zhu L, Jiang D (2014). RNase Z^S1^ processes *Ub*_*L40*_ mRNAs and controls thermosensitive genic male sterility in rice. Nat Commun.

[56] Zhang H, Hu J, Qian Q, Chen H, Jin J, Ding Y (2016). Small RNA profiles of the rice PTGMS line Wuxiang S reveal miRNAs involved in fertility transition. Front Plant Sci.

[57] Salmena L, Poliseno L, Tay Y, Kats L, Pandolfi PP (2011). A ceRNA hypothesis: the Rosetta stone of a hidden RNA language?. Cell..

[58] Chen LL (2016). The biogenesis and emerging roles of circular RNAs. Nat Rev Mol Cell Biol.

[59] Holdt LM, Kohlmaier A, Teupser D (2017). Molecular roles and function of circular RNAs in eukaryotic cells. Cell Mol Life Sci.

[60] Xu J, Wang B, Wu Y, Du P, Wang J, Wang M (2011). Fine mapping and candidate gene analysis of ptgms2-1, the photoperiod-thermo-sensitive genic male sterile gene in rice (*Oryza sativa* L.). Theor Appl Genet.

[61] Zhou YF, Zhang XY, Xue QZ (2011). Fine mapping and candidate gene prediction of the photoperiod and thermo-sensitive genic male sterile gene pms1(t) in rice. J Zhejiang Univ Sci B.

[62] Wang Z, Liu Y, Li D, Li L, Zhang Q, Wang S (2017). Identification of circular RNAs in kiwifruit and their species-specific response to bacterial canker pathogen invasion. Front Plant Sci.

[63] Shi Y, Zhao S, Yao J (2009). Premature tapetum degeneration: a major cause of abortive pollen development in photoperiod sensitive genic male sterility in rice. J Integr Plant Biol.

[64] Cheng Y, Dai X, Zhao Y (2006). Auxin biosynthesis by the YUCCA flavin monooxygenases controls the formation of floral organs and vascular tissues in Arabidopsis. Genes Dev.

[65] Ishiguro S, Kawai-Oda A, Ueda J, Nishida I, Okada K (2001). The Defective in anther dehiscience gene encodes a novel phospholipase A1 catalyzing the initial step of jasmonic acid biosynthesis, which synchronizes pollen maturation, anther dehiscence, and flower opening in Arabidopsis. Plant Cell.

[66] Kim W, Ahn HJ, Chiou TJ, Ahn JH (2011). The role of the miR399-*PHO2* module in the regulation of flowering time in response to different ambient temperatures in Arabidopsis thaliana. Mol Cell.

[67] Mao X, Cai T, Olyarchuk JG, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. Bioinformatics..

How the deposited data were processed for this re-analysis (not part of the article)

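The libraries are 18 RNA-seq libraries of young panicles of the PTGMS rice line WXS, 3 replicates for each of SP2, FP2, SP3, FP3, SP4 and FP4. Each column of the tables carries the name of a library, and 0 columns were not matched to a library. The authors mapped clean reads to the MSU rice genome with HISAT2 and searched unmapped reads for back-splicing with find_circ, using 20-nt anchors. The deposited circRNA table gives the count of back-spliced junction reads per circRNA and library without normalization. It has no count of 1. The authors' TPM values are these junction reads divided by their length column and scaled to one total per library, which was checked by recomputing them, and the length column itself was used as the authors' other measure of size. The deposited counts of coding genes and lncRNAs are whole numbers without normalization. The paper's text does not name the tool that counted them or say how reads with several mapping positions were handled. Numbers of total, mapped and multiple mapped reads per library come from the paper's Table S1, and the junction-read totals of the circRNA table equal those given there for all 18 libraries.

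Totals of junction reads lay between 4066 and 8686 per library, of coding-gene counts between 30577833 and 52222861, and of lncRNA counts between 87420 and 3158146. A count of 3 was taken as the limit that a count of 0 allows. Shares of circRNAs were given 95% Wilson intervals. Intervals and limits cover counting error only. Where all libraries of a group held at most 3 reads, the fold change was computed against 3 reads and given as a lower bound.

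Counts were compared between WXS (F) and WXS (S) within each stage by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization and no block. CircRNAs with at least 1 read in at least 3 of the 6 libraries were tested, and coding genes and lncRNAs with at least 10 counts in at least 3 of the 6. CircRNAs were called at an unadjusted P below 0.05, the threshold in the paper's results, or at a Benjamini-Hochberg adjusted P below 0.05, each with an absolute log2 fold change of at least 1. Coding genes and lncRNAs were called at the adjusted threshold. Standard errors of log2 fold changes are approximate, from the fold change and the test statistic. A fit of all 18 libraries with the stage as covariate tested WXS (F) against WXS (S), and another tested the stage-by-fertility interaction, among circRNAs with reads in at least 3 of the 18 libraries. Numbers of circRNAs per library were compared by two-sided exact permutation tests. Lists of predicted target genes with at least 4 tested genes were tested by camera and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over 21 comparisons. Parental genes were compared with 10000 random lists matched on mean expression in 50 bins, and spans by 100000 random draws. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

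The alternatives were DESeq2 1.42.0 (with poscounts size factors for circRNAs), no TMM, library sizes from mapped reads, no filter, at least 10 reads in the libraries of a fit, all 18 libraries in one fit, the replicate number as a block, thinning or rarefying to the smallest total, an adjusted P below 0.01 as in the paper's methods, and each library left out in turn. Added after the data were seen were thinning with counts of 1 set to 0, random placing of libraries, sums over overlapping circRNAs with spans of at least 5000 bases, fits without genes over 1% of a library, thinning of the coding counts, and leaving out libraries in the 18-library, parental-gene, target-list and cluster results. The procedure was tested on simulated data. In 100 sets per stage without a difference between groups, the median number of circRNAs at the unadjusted threshold was 12 at P2, 12 at P3 and 9 at P4. With a log2 difference of 2 in 200 coding genes, 71.5% were recovered at P2, 75.0% at P3 and 76.0% at P4 at the adjusted threshold. For 200 lncRNAs these were 0%, 0% and 16.0%, and 64.0%, 49.5% and 55.0% at the unadjusted threshold. A simulated list of 20 genes, all raised by 1 on the log2 scale at P2, had a camera adjusted P of 1.3e-30, and 0 of 20 random lists passed. No other gene changed in that simulation, while many coding genes changed in the data. It therefore does not show the power of camera for the target lists.

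The circRNAs named in the text are those that the paper names in its text, in Fig. 2, Fig. 4 and Fig. 6, those called in all 3 stages, and the 3 with the smallest P at each stage. Coding genes and lncRNAs named are those the paper names and the 2 that rose and the 2 that fell with the smallest P at each stage. Gene symbols are paired with identifiers as in the legend of Fig. 6. The FPKM values of coding genes and lncRNAs were not used here, since the counts of the same genes were. The comparison with PlantcircBase, the classes of genomic origin, the parental genes of all circRNAs, binding sites of miRNAs, and the RT-PCR and RNase R experiments were not analysed here.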

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

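The tests of mapped reads in SP3-2, of the most abundant lncRNA in FP3-3 and of total reads in FP2-3 were chosen only after the result was seen. So were the sums of overlapping circRNAs on Chr4, Chr6 and Chr7, the fits without genes over 1% of a library and the thinning of coding counts. The other tests in this part were set before the data were examined.

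Within each stage, 8 measures per library were searched for a library far from the other 5, by the gap to its nearest neighbour divided by the range of all 6, in 24 searches. The limit of 0.625 was passed in 5. About 1 in 20 groups passes by chance, which gives 1.2 of 24. Of the 5, 3 belong to SP3-2 and are related measures.

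SP3-2 had 4066 junction reads against 7617 to 8044 in the other libraries of P3 (gap ratio 0.893), 546 circRNAs against 984 to 1180 (0.691), and 56.2 junction reads relative to mapped reads (scaled as CPM) against 88.8 to 103 (0.699). A lower number of mapped reads is argued against by that last value, which is already divided by mapped reads. A mislabelled library is argued against by its mean correlation of 0.974 with the other SP3 libraries in the coding-gene counts, higher than with any other group, the next being SP2 with 0.960. What stays open is its share of reads with multiple mapping positions, 31.7% against 8.17% to 21.1% in the other P3 libraries. Over the other 17 libraries, junction reads relative to mapped reads fell as this share rose (Pearson r = -0.822, permutation P = 1e-05, the smallest that 100000 permutations can give; Spearman rho = -0.865, permutation P = 2e-05). Without SP2-2 and SP2-3, which lie farthest from the median share, r was -0.738 (permutation P = 0.00192) and rho -0.807. Within WXS (S) r was -0.944 (n = 8, exact permutation P = 3.4e-04) and within WXS (F) -0.623 (n = 9, exact permutation P = 0.0787), so within WXS (F) alone the relation did not pass the threshold. The line through the 17 libraries predicts 62.2 for SP3-2. More multiple-mapped reads are therefore a candidate explanation for the low number of junction reads. The library preparation behind that share is not known, and no biological explanation was tested.

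FP3-3 had an lncRNA total of 3158146 against 168521 to 736902 in the other P3 libraries (gap ratio 0.81). Its most abundant lncRNA held 94.5% of that total. Without the most abundant lncRNA of each library, FP3-3 had 175259 counts, within the 98673 to 228902 of the others, consistent with a total set by this lncRNA. Why its count varies between replicates was not tested, and no biological explanation was tested.

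FP2-3 had 90305856 mapped reads against 76181616 to 81124010 in the other P2 libraries (gap ratio 0.65). Its total of sequenced reads, 90586038, also lay far above the next, 81442914, with a gap ratio of 0.646, so the mapped reads may simply follow the number of reads sequenced. No biological explanation was tested.

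The interaction of stage and fertility was past its threshold for 1 circRNA, Chr4:8244829|8264058, whose reads differ between WXS (F) and WXS (S) in another way at P2 than at P3. This count was set against 100 groupings, the real one and others with stage labels shuffled separately within WXS (S) and within WXS (F). In 71 of the 100, at least as many circRNAs passed, with a median of 2 and a highest count of 17 among the others. Such shuffling also turns differences between stages into interactions, so it cannot decide whether the count exceeds chance. For single circRNAs that rise in WXS (F) at one stage and fall at another, reads of near-identical overlapping circRNAs could have been assigned to a different copy in each library. Summed over overlapping circRNAs, the larger adjusted P of the interaction for Chr4:8244829|8264058 and Chr6:2200239|2213201 was 0.000107. These sums decide nothing, since the circRNAs summed with these add few reads. Only circRNAs grouped at an overlap fraction of 0.5 were summed. For Chr6:2200239|2213201 the sum equals its own reads in all libraries but SP2-1 (393 against 355). Where Chr4:8244829|8264058 had 0 reads in SP2 and Chr6:2200239|2213201 had 0 in SP3, the sums were also 0, so the summed circRNAs held no reads there. Left out of the sum was Chr6:2176755|2209269, which overlaps Chr6:2200239|2213201 in part. It had 78, 190 and 157 reads in SP2 and 4, 0 and 0 in SP3. Copies that overlap less or not at all were not part of the sums. So for both circRNAs the assignment of reads and a change of the circRNA cannot be told apart. For Chr7:1888437|1912299 the adjusted P was 0.545 alone and 0.547 in the sum, with at most 9 reads in a library, so that for this circRNA the assignment of reads and a change of the circRNA cannot be told apart at this depth. A dependence on the stage of the response to day length and temperature stays open and was not tested beyond the interaction.

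The coding genes, on whose changes the paper does not report, differed widely between WXS (F) and WXS (S). At an adjusted P below 0.05 and an absolute log2 fold change of at least 1, edgeR gave 4296 of 23759 genes at P2 (2453 higher and 1843 lower in FP2), 5271 of 24452 at P3 (3646 and 1625) and 5559 of 24724 at P4 (3883 and 1676). Each real grouping was the only 1 of the 10 splits of its 6 libraries with as many genes, and 10 splits cannot give a share under 0.1. At P2, LOC_Os10g38229 rose by 9.77 on the log2 scale (10 ± 0 counts in SP2 and 8453 ± 928 in FP2, SD, n = 3 each) and LOC_Os06g48180 by 4.96, and LOC_Os06g04990 and LOC_Os10g30150 changed by -4.16 and -5.39. At P3, LOC_Os07g05365 and LOC_Os08g08970 rose by 4.71 and 7.63, and LOC_Os12g38900 and LOC_Os10g24954 changed by -4.45 and -2.38. At P4, LOC_Os04g45960 and LOC_Os11g37280 rose by 6.05 and 8.11, and LOC_Os08g43240 and LOC_Os03g14140 changed by -4.34 and -2.95. A few genes taking most of the counts is argued against by 4282 genes called at P2 without those over 1% of a library. A difference in depth between groups is argued against as the cause of the excess of rising genes, since after thinning to equal totals the ratio of rising to falling genes was 1.35 at P2 and higher at P3 and P4. Without TMM, the genes higher and lower in FP were 3002 and 1503 at P2, 3537 and 1689 at P3, and 3620 and 2004 at P4. Without FP2-1, FP2-2 or FP2-3 they were 1742 and 1630, 1758 and 1605, and 1779 and 1621 at P2. A gene with at least 10 counts in FP2 libraries alone is by construction not tested there. Without SP2-1, SP2-2 or SP2-3 they were 2653 and 1930, 2289 and 1504, and 2254 and 1565. So the size of the excess at P2 depends on the setting. Bias from GC content or gene length was not tested. Day length, temperature and the place of growth differ together between WXS (S) and WXS (F), and the changes may reflect any of them or the fertility itself.

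Among lncRNAs, which the paper does not report on, edgeR gave 177 of 1254 at P2 (71 higher and 106 lower in FP2), 307 of 1124 at P3 (66 and 241) and 73 of 806 at P4 (27 and 46). Again each real grouping was the only 1 of 10 splits with as many. MSTRG.41990.1 rose by 5.06, 4.63 and 4.48 on the log2 scale at P2, P3 and P4. Without the lncRNAs that hold over 1% of a library, 167 were called at P2, which argues against these as the source of the calls. The scaling stays open. Without TMM, 0 passed at P2 (53 at an unadjusted P below 0.05), and the split at P4 changed from 27 rising and 46 falling to 3 and 22. The totals used without TMM depend on the most abundant lncRNA of a library. It held 94.1%, 95.2% and 95.0% of the total in SP2-1, FP2-1 and FP2-2, and 10.2% to 12.9% in SP2-2, SP2-3 and FP2-3. The 0 at P2 may therefore reflect these totals. The biological alternatives are those of the coding genes and were not tested.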

How the results depend on the processing

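Of the settings below, sums over overlapping circRNAs and thinning with counts of 1 set to 0 were chosen only after the result was seen. So were fits without genes over 1% of a library and thinning of the coding counts. The same holds for leaving out libraries in the 18-library, parental-gene, target-list and cluster results.

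For 25 results, 349 alternatives were computed. In 247 the result held its direction and its side of the threshold or moved by less than its spread, 8 were weaker, 90 moved further and 4 reversed. Among named circRNAs and genes, 1215 of 1336 alternatives gave the same call, 74 were weaker, 47 stronger and 0 reversed. All 408 alternatives of the named coding genes gave the same call. Unless the construction is named, the cause was not tested.

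DESeq2 gave 52 circRNAs at P2 at the unadjusted threshold, and 16, 20 and 26 at P2, P3 and P4 at the adjusted one. These include all 8, 7 and 4 of edgeR. It gave 54 circRNAs over the 3 stages and 271 lncRNAs at P2 and 143 at P4.

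With the replicate block, the unadjusted counts were 44, 45 and 23 and the adjusted counts 16, 15 and 0, where 23 passed unadjusted at P4. Of lncRNAs 0, 0 and 1 passed, and 254, 339 and 126 at an unadjusted P below 0.05. The replicate numbers do not pair libraries. Correlations between libraries of the same number, after the group means were removed, lay from -0.056 to 0.124. Why the adjusted counts rose at P2 and P3 and fell at P4 while the unadjusted counts fell was not tested.

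With no filter, the adjusted circRNA counts were 31, 29 and 21 and the lncRNA counts 43, 144 and 41. A filter of at least 10 reads in the 6 libraries, in place of reads in at least 3 of them, gave 0, 2 and 0 adjusted circRNAs (63, 59 and 46 unadjusted). That filter can also let in circRNAs with reads in fewer than 3 libraries. All 18 libraries in one fit gave 7 at P4. An adjusted P below 0.01 left 5, 2 and 0 circRNAs, and 0 in all 3 stages, by the stricter threshold itself.

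Without TMM, 0, 157 and 25 lncRNAs passed (53 unadjusted at P2). The scaling moved the median log2 fold change of all lncRNAs by -0.97, 0.50 and 0.26 at P2, P3 and P4, of coding genes by 0.14 at P2 and -0.11 at P4, and of circRNAs by -0.13 at P4 without TMM and 0.16 with mapped reads as library size.

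Summing overlapping circRNAs gave 13 adjusted calls at P3, 52 over the 3 stages and 9 in the interaction. Among circRNAs with at least 5 reads, the mean span was 4760 bases and 44.4% were under 1000. Under fry, 4 target lists passed in place of 0 under camera.

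Leaving out 1 library gave 34 (without FP2-3) to 83, 31 (without FP3-1) to 77 and 30 (without FP4-3) to 66 unadjusted circRNAs at P2, P3 and P4. When an FP library is left out, a circRNA read only in WXS (F) by construction has reads in at most 2 libraries of its stage. It is then no longer tested. Adjusted counts were 1 (without FP2-2) to 14 (without SP2-1), 1 (without FP3-2) to 7 and 0 (without SP4-1, with 59 unadjusted) to 5. For lncRNAs they were 47 (without FP2-1) to 156, 115 (without SP3-3) to 247 and 35 (without SP4-2) to 69. In all 3 stages 5 (without FP2-1) to 13 (without SP3-1) passed, and in the interaction 1 to 9 (without SP2-1). The difference between P3 and P4 in circRNAs per library lay from 225.4 (without FP3-1) to 352.2 (without SP3-2), with 8 of 18 calls changed. The excess of called parental genes over random lists, 2 with all libraries, lay from -2 (without SP2-1) to 5 (without FP2-1) and reversed in 4 fits. Coding-gene counts stayed within 1.5 times the full count in every alternative run, with 3363 to 4583 at P2, 3883 to 5609 at P3 and 4302 to 5287 at P4 across libraries left out.

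In simulated data with a log2 difference of 2, the 18-library edgeR fit recovered 3.50% of 200 changed circRNAs, of which 128 were tested. Whether depth, the spread between replicates or the method limits this was not tested. Not run were the alternatives on genomic origin, since no annotation of the build was used here. At least 2 reads in place of 1 was not run either, which changes nothing in a table without counts of 1.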

Differences from the paper's values

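No test in this part was chosen only after the result was seen. The following counts are of circRNAs past an adjusted P and an absolute log2 fold change of at least 1, and the paper's counts were taken from its table of DECs (Table S3).

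At P2 the paper's table holds 16 circRNAs with an adjusted P below 0.05 and edgeR gave 8. Of the alternatives set before the data were examined, DESeq2 (16), the replicate block (16), all 18 libraries in one fit (11) and leaving out SP2-1 (14) came within 1.5 times the paper's count. No TMM (7), mapped reads as library size (6), thinning (7), no filter (31), at least 10 reads (0) and the other libraries left out (1 to 6) did not. At P3 the paper's count is 29 and edgeR's 7. DESeq2 (20) and no filter (29) came within that distance, and the block (15), no TMM (7), mapped reads (5), at least 10 reads (2), thinning (7), the 18-library fit (6) and each library left out (1 to 7) did not. At P4 the paper's count is 20 and edgeR's 4. DESeq2 (26) and no filter (21) came within it, and no TMM (5), the block (0), mapped reads (6), at least 10 reads (0), thinning (5), the 18-library fit (7) and each library left out (0 to 5) did not. Beside the counts of 0, the unadjusted threshold gave 63 at P2 and 46 at P4 with at least 10 reads, 23 at P4 with the block and 59 without SP4-1.

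At an adjusted P below 0.01, the paper's table holds 12 circRNAs at P2, 16 at P3 and 13 at P4, and edgeR gave 5, 2 and 0, with 61 at P4 at the unadjusted threshold. At P2, DESeq2 (8) and the block (14) came within 1.5 times the paper's count, and no filter (24), the 18-library fit (7), thinning (5) and no TMM, mapped reads and at least 10 reads (0 each, with 86, 86 and 63 unadjusted) did not, nor did any library left out (0 to 7). At P3, no filter (24) and the block (11) came within it, and DESeq2 (9), the 18-library fit (1), at least 10 reads (0, with 59 unadjusted), no TMM, mapped reads and thinning (2 each) and each library left out (1 to 2) did not. At P4, DESeq2 (10) and no filter (17) came within it, and mapped reads and thinning (3 each), the 18-library fit (2), no TMM, the block and at least 10 reads (0 each, with 60, 23 and 46 unadjusted) and each library left out (0 to 3) did not.

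Of the paper's DECs, 11 at P2, 13 at P3 and 5 at P4 did not pass the unadjusted threshold in edgeR, and all had the same sign. At least 1 of the settings run called 11, 12 and 5 of these. The block called 5, 6 and 1, no filter 0, 4 and 4, DESeq2 0, 0 and 1, and no TMM 0, 0 and 1. A thinned draw called 3, 4 and 1, the 18-library fit 1, 2 and 1, and single libraries left out up to 3, 5 and 2.

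Among the circRNAs that the paper names, it lists Chr11:9166935|9170120, Chr5:7722642|7747781 and Chr4:23718633|23749978 as changed at P3, where edgeR gave an unadjusted P of 0.0861, 0.151 and 0.0577. In edgeR, Chr11:9166935|9170120 passed with no filter (unadjusted P = 0.0426), with the block (unadjusted P = 0.0248) and without SP3-1 (unadjusted P = 0.00164). Chr5:7722642|7747781 passed in edgeR without SP3-2 (unadjusted P = 0.00328). Chr4:23718633|23749978 passed in edgeR in the 18-library fit (unadjusted P = 0.0242), with no filter (unadjusted P = 0.0463), with the block (unadjusted P = 0.0264), in a thinned draw (unadjusted P = 0.00721) and without FP3-1 (unadjusted P = 0.0417) or SP3-1 (unadjusted P = 0.00876).

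In the ceRNA table and in edgeR, Chr1:15487847|15504849 at P2 (unadjusted P = 0.186) passed with the block (unadjusted P = 2.8e-04). Chr12:3340175|3347791 at P3 (unadjusted P = 0.0811) passed in a thinned draw (unadjusted P = 0.0227) and without SP3-1 (unadjusted P = 0.0294). Chr7:9308528|9356987 at P2 (unadjusted P = 0.119) passed without SP2-2 (unadjusted P = 0.0123), and Chr8:1845886|1923208 at P3 (unadjusted P = 0.0987) with the block (unadjusted P = 0.0402) and without SP3-3 (unadjusted P = 0.0273). Chr7:1888437|1912299 at P4 (unadjusted P = 0.0539) passed with DESeq2 (unadjusted P = 0.0417), with no TMM (unadjusted P = 0.0439) and without FP4-3 (unadjusted P = 0.0227) or SP4-2 (unadjusted P = 0.0461). These P values come from edgeR unless DESeq2 is named.

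Among the other DECs that are named here, in edgeR, Chr8:14740998|14745135 at P3 (unadjusted P = 0.0506) passed in the 18-library fit (unadjusted P = 0.0342), in a thinned draw (unadjusted P = 0.0265) and without SP3-1 (unadjusted P = 0.0120). Chr6:2200239|2213201, which the paper lists as lower in FP4 (unadjusted P = 0.0688), passed in the 18-library fit (unadjusted P = 0.0298), with no filter (unadjusted P = 1.1e-08), in a thinned draw (unadjusted P = 0.0445) and without SP4-3 (unadjusted P = 0.0151).

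The paper's text ranks chromosome 1 first in the number of circRNAs, as does the count here. By junction reads chromosome 2 is first, with 18053 reads, and by circRNAs per megabase or among circRNAs with at least 5 reads chromosome 3 is first. The paper's shares and mean of lengths match the authors' length column. The number of target genes in the paper's text is 102, and its table holds 118 distinct genes.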

Other observations

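The tests of fewer junction reads and of multiple mapping at P4, of the splits of circRNAs within stages, of depth and overlapping copies for reads that are 0 in some replicates, of the miR164 list, of the size of parental-gene changes and of reads in exactly 3 libraries were chosen only after the result was seen.

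The number of circRNAs called within stages was weighed against chance. The real grouping of each stage was the only 1 of its 10 splits with as many circRNAs, at the unadjusted and at the adjusted threshold, and 10 splits cannot give a share under 0.1. Sampling of few reads alone is argued against by 100 simulated sets per stage without a group difference, which gave at most 21 calls at P2, 19 at P3 and 18 at P4 against 87, 81 and 61. Of the circRNAs with reads in exactly 3 of the 6 libraries, all 3 libraries lay in the same group for 60 of 160 at P2 (37.5%), 50 of 145 at P3 (34.5%) and 34 of 97 at P4 (35.1%), where random placing gives 10%. For the 34 circRNAs that differ over the 3 stages, the real grouping was the only 1 of 100 splits with as many, the highest other count being 5. For the 10 called in all 3 stages it was also the only 1 of 100, the highest other count being 0. These values argue against grouping by chance. The effects of day length, temperature, the place of growth and fertility were not separated by the design and stay open.

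Over WXS (S) and WXS (F) together, P4 had fewer circRNAs and, without passing a test, fewer junction reads. After thinning to the smallest total with counts of 1 set to 0, the larger exact P of the comparisons with P4 was 0.0303, which argues against depth as the whole cause over all libraries. Within WXS (F), P4 had fewer circRNAs than P2 and no fewer junction reads (7375 ± 487 against 6986 ± 687, SD, n = 3 each). Within WXS (S), the excess of P2 over P4 was 73.3% in all reads and 9.00% after this thinning (exact P = 0.5). Rarefying that keeps counts of 1, which the table lacks, left it at 49.8% (exact P = 0.1). The excess of P3 over P4 in WXS (S) was 49.1% in all reads (exact P = 0.3). After thinning it was 20.2% (exact P = 0.1, the smallest possible). For P2 against P4 in WXS (S), depth and a change with the stage cannot be told apart. With WXS (S) and WXS (F) together, the share of multiple-mapped reads was also highest at P4, at 20.3% on average against 15.2% at P2 and 16.7% at P3. After correction for the slope of circRNA number on this share within groups, -20.3 circRNAs per percent, the exact P was 0.0563 for P2 against P4 and 0.0433 for P3 against P4. Within WXS (F) alone the share was not higher at P4 (18.9 ± 4.13%) than at P2 (20.6 ± 3.41%, SD, n = 3 each). The corrected numbers there were 1107 ± 120 at P2 and 889.8 ± 110 at P4 (SD, n = 3 each). Their means lay no closer than the uncorrected ones, but the exact P was 0.2 after correction and 0.1 before it. The relation behind the slope had a two-sided permutation P of 0.0138 over 18 libraries and 0.0563 without the 3 SP3 libraries, among them SP3-2. With corrected values on either side of 0.05 and a slope that rests in part on SP3, multiple mapping and a change with the stage cannot be told apart over all libraries. At P2 the share was higher in FP2 than in SP2, where it was 9.87 ± 3.61% (SD, n = 3 each, two-sided exact P = 0.1, the smallest possible). The number of circRNAs in FP against SP had a two-sided exact P of 0.9 at P2 and 0.2 at P3. At P4 each FP library held more circRNAs than each SP library, with an exact P of 0.1, the smallest that 3 libraries against 3 can give. FP4 also had more junction reads than SP4, and after the same thinning FP4 and SP4 held 474.9 ± 15.2 and 469.9 ± 71.1 circRNAs (exact P = 1). Rarefied with counts of 1 kept, FP4 and SP4 stayed apart, at 744.3 ± 12.4 and 560.9 ± 28.4 (SD, n = 3 each, exact P = 0.1). These settings disagree, so how much of the difference at P4 depth explains stays open. At P2 the thinned numbers were 611.8 ± 16.0 in FP2 and 512.2 ± 76.6 in SP2 (SD, n = 3 each, exact P = 0.1).

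For circRNAs in a single stage, few reads per circRNA as the whole cause is argued against by 290 of them among circRNAs in at least 2 libraries, above the highest of 1000 random placings, 288. The margin is small, and 8283 circRNAs read in a single library enter no such test.

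Replicates can differ by all or nothing. In 123 of 419 cases (29.4%) where a circRNA had at least 20 reads in a library of a group, another library of that group had 0. A difference in depth is argued against, since totals within a group differ by at most 1.87-fold. Such cases were more frequent at spans of at least 5000 bases (107 of 292) than below (16 of 127), and over distinct circRNAs 58 of 102 against 12 of 49 (Fisher's exact two-sided P = 2.3e-04). Reads of near-identical neighbouring copies assigned to a different copy per library would make the sum over overlapping circRNAs steadier than its members shuffled between libraries. Its median coefficient of variation was 0.515 against 0.482 in shuffled data (permutation P = 0.811), within the shuffled range of 0.296 to 0.651. Whether this comparison of 40 family groups could detect such an assignment is not known, so it and changes of single circRNAs cannot be told apart. Among DECs of the paper with at least 20 reads in a library, 8 of 26 long and 3 of 24 short ones showed the pattern (Fisher's exact two-sided P = 0.175), too few to decide for the DECs. The pattern is not limited to circRNAs. Of 32 coding genes with at least 100000 counts in a library, 10 had at most 1% of that in another replicate, as had 4 of 4 such lncRNAs. Plants that differ in a genomic segment could give this pattern too, which was not tested.

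The 15 circRNAs of the ceRNA table have longer spans than the other DECs. The two-sided permutation P was 1e-05, the smallest that 100000 draws can give, and 4e-05 among DECs of at least 1000 bases, where the other median is 3234. Whether longer spans hold more predicted binding sites was not tested, since the spans are the observation itself and the table lists predicted miRNAs for these 15 circRNAs alone.

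If a circRNA that rises or falls in FP moved its predicted targets the same way, the target lists would move with it. No list passed camera, with a smallest adjusted P of 0.832 and 0 at an unadjusted P below 0.05, and all 100 of 100 splits gave at least 0 lists, so that this test decides nothing. The list of Chr6:23016777|23094599, paired with miR164, rose at P2 (median log2 fold change 0.46 over 18 tested genes, fry adjusted P = 0.0022) while the circRNA fell, which argues against a common direction for this list. Its camera adjusted P was 0.832. By the direction that fry gives, 1 of the 4 lists past fry went along with its circRNA and the others went against theirs. For the lists of Chr4:23718633|23749978 and Chr8:1845886|1923208 at P3, the median log2 fold changes were 0.17 and 0.10, opposite to fry's direction down. Their genes went both ways, so these lists show no direction against the circRNA. At P3 these circRNAs themselves had an unadjusted P of 0.0577 and 0.0987 in edgeR. The list that went along was that of Chr6:2176755|2209269 at P2, with direction down (median log2 fold change -0.02, fry adjusted P = 0.0123).

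The paper's 109 parental genes were examined for changes of their own. Past an adjusted P below 0.05 at any stage were 90 (82.6%), against a median of 88 (80.7%) in random lists matched on expression (permutation P = 0.36). With an absolute log2 fold change of at least 1 in addition there were 24 in both. The fold change plus 2 standard errors stayed under a log2 change of 1 at all stages for 71 of the 109 genes (65.1%). The first comparison decides nothing, since most genes of the random lists pass as well. The small changes of most parental genes argue against them as the source of circRNA changes of at least 1 on the log2 scale for the list as a whole. Each circRNA was not compared with its own parental gene. Without SP2-1 the excess over random lists was -2 and without FP2-1 it was 5.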
